# Vacuolar ATPase subunit Atp6v0c transgene promotes neuroprotection and long-distance axon regeneration in injured retinal ganglion neurons

**DOI:** 10.1016/j.omtn.2026.102922

**Published:** 2026-04-01

**Authors:** Anja Kearney, Agnieszka Lukomska, Jacob Brady, Ashiti Damania, Mahit Gupta, Ephraim F. Trakhtenberg

**Keywords:** MT: Oligonucleotides: Therapies and Applications, axon regeneration, optic nerve injury, retinal ganglion cell, gene therapy

## Abstract

Central nervous system (CNS) projection neurons’ failure to repair or regenerate injured axons has devastating consequences for those who have sustained CNS injuries. Thus, there is a need for translatable factors capable of promoting long-distance axon regeneration in the CNS. We hypothesized that supporting lysosomes in injured neurons by supplementing their structural factors through gene therapy may foster axon regeneration. To test our hypothesis, we selected Atp6v0c for experimental regulation because it plays roles in lysosomal acidification and the degradation of misfolded proteins in response to endoplasmic reticulum (ER) stress in injured neurons. We tested this in a rodent optic nerve crush (ONC) model of traumatic optic neuropathy (TON), in which injured prototypical CNS projection neurons, the retinal ganglion cells (RGCs), do not regenerate damaged axons and eventually degenerate. Atp6v0c transgene expression was achieved using intravitreally injected adeno-associated virus serotype 2 (AAV2), which transduces the RGCs. For benchmarking, we compared efficacy to AAV2 targeting of prominent regulators of axon regeneration, Pten, and Klf9. We found that Atp6v0c transgene promoted RGC survival and long-distance axon regeneration, comparable to targeting Pten and Klf9. Thus, Atp6v0c is an axon regeneration-promoting factor with potential for treating CNS injury and disease.

## Introduction

Central nervous system (CNS) projection neurons’ failure to repair and regenerate injured axons has devastating consequences for those who have sustained spinal cord injury, stroke, brain trauma, or optic neuropathy. Axonal self-repair and regeneration failure in the CNS affects mammals, but not necessarily lower vertebrates, and therefore rodent CNS injury models have been developed to tackle this problem. Like other CNS projection neurons, the retinal ganglion cells (RGCs) do not spontaneously regenerate injured optic nerve axons in an established rodent optic nerve crush (ONC) model of traumatic optic neuropathy (TON).^1^ Oxidative/ endoplasmic reticulum (ER) stress, implicated in neuronal response to injury, is among the earliest pathological events in RGCs after ONC.^2^ Several antioxidant factors are neuroprotective for neuronal survival, but with a few exceptions, they do not generally promote substantial optic nerve axon regeneration *in vivo*. ER stress activates the unfolded protein response, which can be neuroprotective in traumatic/ischemic brain injuries and neurodegenerative conditions.^3^ ER stress also activates lysosomal degradation of misfolded proteins,^4^ and targeting ER-stress-induced lysosomal overload is neuroprotective.^5^ Furthermore, reducing transport of degradative lysosomes into axons leads to degeneration,^6^^,^^7^^,^^8^ while augmenting lysosomal degradation fosters axonal self-repair.^9^^,^^10^ Thus, we hypothesized that supporting lysosomes in injured neurons by supplementing their structural factors through RGC-targeted gene therapy may foster long-distance axon regeneration after ONC *in vivo*. This would imply that a structural factor, established to be critical for lysosomal function, which is dysregulated by axonal injury, might be a viable neurotherapeutic target.

In order to test this implication, we selected Atp6v0c for experimental targeting because (a) it plays roles in lysosomal acidification and degradation of misfolded proteins in response to ER stress^11^ and (b) we found it linked to dysregulation of the lysosome-associated gene network in the injured RGCs (Figure S1A). Atp6v0c is a critical subunit of the vacuolar ATPase (V-ATPase) complex, which is an ATP-driven proton pump that acidifies various vacuolar/vesicular intracellular organelles^12^^,^^13^ and mediates autophagosome/lysosome-mediated degradation of pathogenic proteins in neurodegenerative diseases.^14^ V-ATPase consists of two multi-subunit domains, with the V1 ATPase domain powering the Vo proton-pump domain. The Vo complex itself is comprised of the c-ring core, through which protons are transferred for acidification of the lumen, and supporting subunits (*a*, *d*, *e*, RNAseK, Atp6ap1, Atp6ap2), which interact with the c-core. The c-ring subunits are encoded by two genes, with Atp6v0b contributing 1 *c*” subunit and Atp6v0c contributing 9 identical *c* subunits, with all 10 vertically aligning next to each other in a closed circle, forming a c-ring^15^ (see below). 

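In the GENCODE annotation of the mm39 (GRCm39) genome, Atp6v0c (ENSMUSG00000024121.15) lies on the reverse strand of chromosome 17 from 24382835 to 24389703. Its protein-coding transcript ENSMUST00000024932.13 has 3 exons, which run from 24388180 to 24388693, from 24383673 to 24383856 and from 24382840 to 24383582. Atp6v0b (ENSMUSG00000033379.15) lies on the reverse strand of chromosome 4 from 117741522 to 117744567. The annotation also lists 2 processed pseudogenes of Atp6v0c, which are intronless copies inserted elsewhere in the genome. Atp6v0c-ps1 lies on chromosome 7 from 4415437 to 4415899 and Atp6v0c-ps2 on chromosome 6 from 37783021 to 37783485. Neither pseudogene is among the genes that the authors counted in scRNA-seq, so how reads shared with these copies were assigned is not known, and counts of Atp6v0c are uncertain to that extent.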

Association of various disorders with deficiencies in Atp6v0c is consistent with this subunit’s major contribution to the critical c-ring. For example, Atp6v0c loss-of-function mutations are embryonically lethal,^16^ while abnormalities in Atp6v0c function are associated with neurodegenerative diseases and lead to dysregulation of autophagy and the lysosomal degradation pathway,^17^ including in Parkinson’s^18^ and Alzheimer’s^19^^,^^20^ diseases. Atp6v0c is also involved in the maintenance of synaptic vesicles,^21^ and its dysregulation results in seizures.^22^ However, it is unknown whether experimental upregulation of Atp6v0c in injured CNS neurons could promote regeneration of damaged axons.

## Results

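RGCs were profiled in 10 scRNA-seq libraries, 6 from uninjured retinas and 4 from retinas 2 weeks after ONC. The methods state that cells from 10 retinas per batch, taken from male and female mice at 12 weeks of age, were enriched by Thy1 immunopanning, a capture on plates coated with an antibody against a surface protein of RGCs, and that 6000 cells per batch were loaded for droplet capture. The paper names the v2 reagent kit, a HiSeq sequencer and removal of macrophages and amacrine cells, whereas the sample labels name the v3 kit, a NovaSeq sequencer and removal of macrophages alone. The authors aligned reads to mm39 with CellRanger and deposited, for the RGCs they had selected in each library, raw UMI counts per gene and cell, without normalization, batch adjustment or integration. A UMI is a tag that marks 1 captured RNA molecule. Total UMI counts per library ranged from 2839693 to 23180399 (median 5180793) in uninjured RGCs and from 4698799 to 8860536 (median 6104973) in injured RGCs. The median cell of a library held 20437 to 34337 UMIs in uninjured RGCs and 11257 to 14695 UMIs in injured RGCs. Injured libraries 3 and 4 shared 421 of their 527 and 471 cell barcodes, and no other pair of libraries shared more than 1. Their summed counts differed by less than the sampling noise, with a median chi-square over sampling noise of 0.964, against 1.46 to 41.9 for every other pair of libraries. They were therefore averaged and counted as 1 sample (injured 3/4), which left 6 uninjured and 3 injured samples. The original plan had counted each of the 10 libraries as a sample and was changed once the shared barcodes, and the level of Atp6v0c in each library, had been seen and before any test was run, so its value is given where it changes a call. Uninjured 1 and 2, uninjured 3 and 4, uninjured 5 and 6, and injured 1 and 2 were also closer to each other (1.46 to 2.14) than the other pairs within a condition (3.76 to 23.5 in uninjured, 4.39 to 4.53 in injured), and the paper does not state whether these libraries share animals. Xist UMIs were found in 62.1% and 67.4% of the cells of injured 1 and 2 and in at most 0.569% of the cells of any other library, and UMIs of the viral reporter mCherry were found in 86.0% and 84.3% of the cells of injured 3 and 4 and in no uninjured cell. UMI counts were summed over the cells of each sample, because cells of 1 pool are not independent replicates. The sums were scaled with edgeR's TMM factors, and levels are given as CPM, which is a gene's count relative to the scaled total of its sample. Genes that passed edgeR's filter on low counts, 14234 in all, were compared between injured and uninjured samples with its quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05.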

First, we utilized single cell RNA-seq (scRNA-seq) to characterize whether expression of any of the V-ATPase’s Vo complex subunit members (shown in Figures 1A and 1B) is altered in RGCs after ONC injury. 

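Atp6v0c was present at 2007 ± 520 CPM (SD, n = 6) in uninjured samples and at 1390 ± 131 CPM (SD, n = 3) in injured samples. The log2 fold change was -0.53 (standard error 0.23), with an adjusted p = 0.0779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is above the threshold of 0.05. Every injured sample was lower than every uninjured sample (exact two-sided permutation test of log2 CPM, p = 0.0238, the smallest p that 6 samples against 3 allow), although the highest injured sample (1539 CPM) was close to the lowest uninjured sample (1565 CPM). This p takes the 9 samples as independent, and with similar libraries summed, which leaves 3 uninjured and 2 injured units, no exact p under 0.2 can be had. The size of the decrease depended on the uninjured libraries it was measured against, with a log2 difference of -0.94 from uninjured 5 and 6, -0.37 from uninjured 1 and 2, and -0.18 from uninjured 3 and 4. Atp6v0c was lower in injured samples under all 30 alternative settings, with log2 fold changes from -0.63 to -0.23, and the smallest decrease was among cells with 3 to 5% of UMIs from Malat1, a setting added after the data were seen. With each library left out in turn, the log2 fold change stayed between -0.60 and -0.42 and did not pass the threshold. The adjusted p for Atp6v0c was under the threshold in 6 of the 30 settings: with DESeq2's test (0.0401), and with edgeR's test on library totals alone (0.0306), on cells thinned to 8610 UMIs (0.0410), on libraries 1 to 4 of each condition without (0.0281) and with (0.0343) their numbers as a block, and on all 10 libraries as separate samples (0.0311). The last 3 of these settings count injured 3 and 4, which share their cells, as separate samples. Over the 30 settings the adjusted p ranged from 0.0281 to 0.435.

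**Figure D1:**
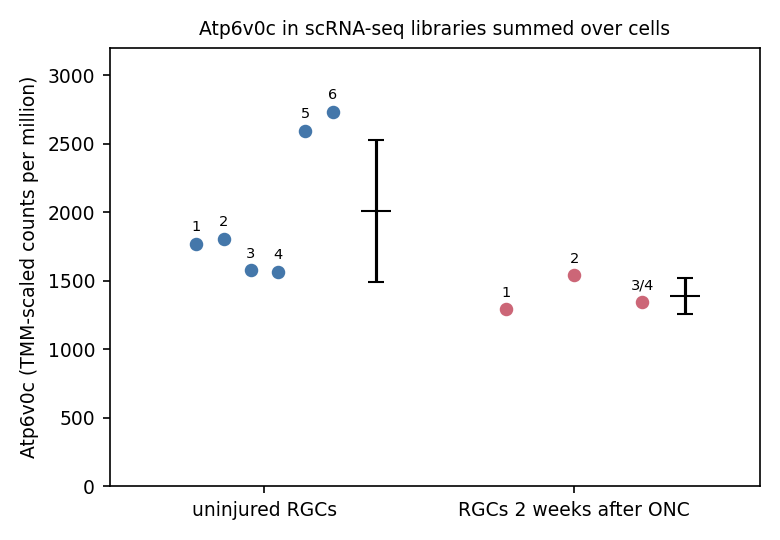
Atp6v0c level (TMM-scaled CPM, vertical axis) in each of the 6 uninjured and 3 injured samples, numbered by library, with the mean and SD of each condition as a black bar. Injured samples lie between 1291 and 1539 CPM and uninjured samples between 1565 and 2732 CPM, with uninjured 5 and 6 above the others.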

Based on expression of the specific Vo complex genes in scRNA-seq-profiled adult uninjured and 2 weeks post-ONC injured RGCs (cell-type identity confirmed using established pan-RGC markers^24^; Figure 1C), we found that a risk-predisposing change occurred in Atp6v0c expression, as it was significantly downregulated in RGCs after injury (Figures 1D and 1E). 

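The genes of the e subunit isoforms differed in opposite directions, but Atp6v0e alone passed the threshold in the main test. Atp6v0e lies on the forward strand of chromosome 17 from 26882205 to 26918621 (mm39), and was present at 25.6 ± 4.2 CPM (SD, n = 6) in uninjured samples and 51.4 ± 6.3 CPM (SD, n = 3) in injured samples. Its log2 fold change was 1.01 (standard error 0.15, adjusted p = 2.07e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atp6v0e was higher after injury and past the threshold in all 30 alternative settings, with log2 fold changes from 0.77 to 1.21. Atp6v0e2 lies on the forward strand of chromosome 6 from 48514504 to 48522309, and was present at 175 ± 69 CPM (SD, n = 6) in uninjured samples and 104 ± 7.7 CPM (SD, n = 3) in injured samples. Its log2 fold change was -0.75 (standard error 0.29), and its adjusted p of 0.0516 from the same edgeR test was just above the threshold. For both genes the injured samples did not overlap the uninjured samples (exact two-sided permutation test of log2 CPM, p = 0.0238 each). These p-values take the 9 samples as independent. The size of the Atp6v0e2 decrease depended on the uninjured libraries. It was at 245 and 279 CPM in uninjured 5 and 6 and at 118 to 143 CPM in uninjured 1 to 4, against 94.9 to 109 CPM in injured samples. Atp6v0e2 was lower after injury in all 30 settings and past the threshold in 15 of them, among which was the test on all 10 libraries as separate samples (edgeR, adjusted p = 0.0171). Leaving out uninjured 1, uninjured 3, uninjured 4 or injured 3 also brought Atp6v0e2 past the threshold (edgeR, adjusted p = 0.0477, 0.0301, 0.0395 and 0.0495, respectively). Over the 30 settings its adjusted p ranged from 0.00302 to 0.184.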

While Atp6v0e, encoding subunit *e*, was upregulated after injury, an increase in expression does not pose an apparent loss-of-function risk and may also compensate for downregulation of an alternative *e* subunit isoform, Atp6v0e2, which itself is not high risk, as it is neither ubiquitous nor associated with neurological disorders.^25^ The downregulated RNAseK subunit, however, is another potential target, which we did not pursue here, as it has not been previously associated with any neurological disorders^26^ (Figure 1E). 

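Rnasek lies on the reverse strand of chromosome 11 from 70128939 to 70130686 (mm39), and most of it is overlapped by Gm21988, a gene on the same strand from 70126032 to 70130656, for which 0 UMIs were counted in the 10 libraries. How the authors' counting treated reads shared by these genes is not stated, so counts of Rnasek are uncertain to that extent. Rnasek was present at 446 ± 89 CPM (SD, n = 6) in uninjured samples and 386 ± 59 CPM (SD, n = 3) in injured samples. The conditions overlapped, with 377 to 564 CPM in uninjured samples and 328 to 446 CPM in injured samples (exact two-sided permutation test of log2 CPM, p = 0.357). The log2 fold change of -0.21 (standard error 0.19) was about as large as its error, with an adjusted p = 0.399 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rnasek was not past the threshold in any of the 30 alternative settings, and it was lower after injury in 29 of them and higher (0.17) among cells with 3 to 5% of UMIs from Malat1.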

We validated Atp6v0c protein downregulation in the injured RGCs by immunostaining, which showed a significant post-injury decrease (Figures 1F–1H). Considering that Atp6v0c contributes 9 out of 10 c-ring subunits, its downregulation and dysregulation in injured RGCs may hinder self-recovery/repair ability following injury-induced cellular stress, which is consistent with the association between Atp6v0c deficiencies and neurological disorders.^18^^,^^19^^,^^20^^,^^22^ We then used bulk-mRNA-seq-profiling of adult RGCs to identify which Atp6v0c protein-coding transcript isoforms are expressed in RGCs, in order to select an open reading frame (ORF) for experimental transgene vector design (Figure 1I).

**Figure 1:**
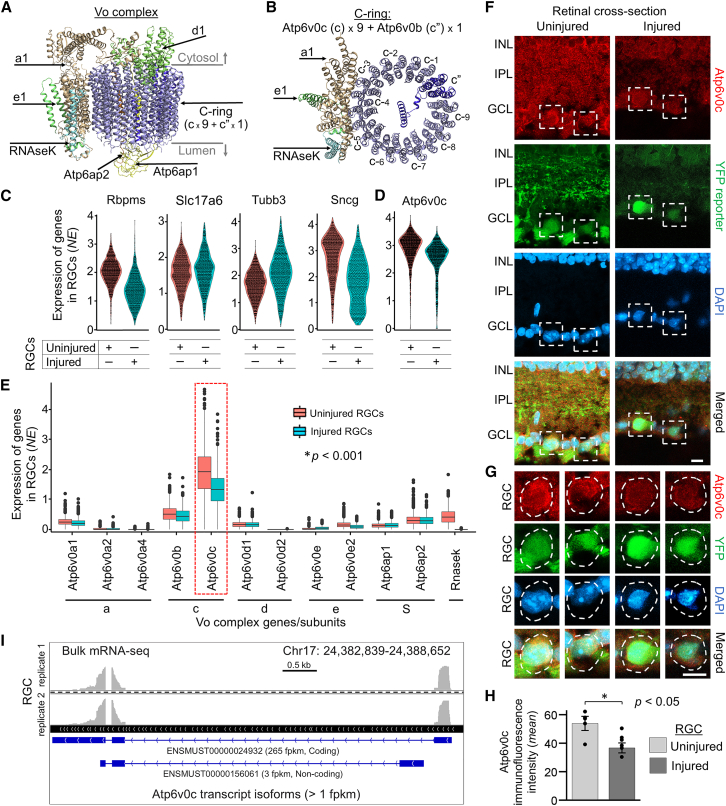
Expression of the V-ATPase Atp6v0c subunit gene is downregulated in RGCs after optic nerve injury (A and B) Schematic of the V-ATPase Vo transmembrane domain, lateral (*A*) and horizontal (*B*) views shown; redrawn from Wang et al. (2020).^15^ Vo complex subunits are indicated, as marked. The c-ring, through which proton is transferred, consists of 9× *c* subunits, encoded by the Atp6v0c gene, and 1× *c*” subunit, encoded by the Atp6v0c gene, as marked (*B*). (C) Gene expression violin plots of pan-RGC marker genes in scRNA-seq-profiled cells, as marked, show that these markers are robustly expressed in both uninjured and injured conditions, confirming RGC cell-type identity. (D) Gene expression violin plot of Atp6v0c in scRNA-seq-profiled RGCs shows that Atp6v0c is downregulated in injured compared to uninjured RGCs. (E) Boxplots showing V-ATPase Vo complex subunit genes expression in scRNA-seq-profiled RGCs before and 2 weeks after ONC injury, as marked. Median ± interquartile range error bars of normalized expression (*NE*) values (not logged) are shown. Statistical significance of differential gene expression was determined by ANOVA (overall *F* = 5317, *p* < 0.001, with *p* values of pairwise comparisons determined by post hoc least significant difference [LSD]). Pairwise differences were significant between uninjured and injured conditions for Atp6v0c (*p* < 0.001), Rnasek (*p* < 0.001), Atp6v0e (*p* < 0.01), and some other genes (not specified due to a small fold change and overall low expression levels); *n* represents individual scRNA-seq-profiled RGCs (*n* = 1683 in uninjured and *n* = 1375 in the injured condition; see materials and methods). (F–H) Confocal microscopy with a 63× objective was used to determine co-localization of Atp6v0c immunofluorescence signal and RGC reporter yellow fluorescent protein (YFP) in the same cells. Representative images of the immunostained retinal cross-sections (*F*), along with higher magnification insets (RGCs outlined with dashed lines; *G*), show reductions in both Atp6v0c granules and diffuse immunofluorescence signal in ONC-injured, compared to uninured, RGCs (in the Thy1-YFP mouse strain, YFP labels the RGCs within the retinal ganglion cell layer; GCL^23^). Apparent reduction of Atp6v0c signal in the inner plexiform layer (IPL) is consistent with degeneration or shrinkage of dead or surviving RGC dendrites and consequent thinning of the IPL between the GCL and the inner nuclear layer (INL) by 2 weeks post-ONC. Scale bars, 10 μm (*F-G*). Atp6v0c immunofluorescence signal intensity was quantified in RGCs (YFP+ labeled cells in the GCL) using ZEN software (Zeiss) measurements tools for average pixel intensity (arbitrary units) and analyzed by independent samples *t* test, 2-tailed; significant difference (*p* < 0.05) indicated by an asterisk ∗. Mean ± SEM shown; *n* = 5–6 cases per group (*H*). (I) Adult uninjured RGC bulk mRNA-seq normalized read alignment to the Atp6v0c gene is shown along with the detected Ensembl transcript isoforms assembled by Cufflinks and normalized by CuffDiff expression values (fpkm), with the protein-coding and non-coding splice variants specified, as marked (see materials and methods). Visualization with IGV viewer.

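Each of the 1683 uninjured and 1609 injured cells in the deposited counts had at least 1 UMI of Rbpms, Slc17a6, Sncg and Tubb3, so the share of marker-positive cells is 100% in both conditions by selection. With each cell thinned to 8610 UMIs, which left 1649 uninjured and 1313 injured cells, Rbpms was detected in 98.7% ± 1.6 (SD, n = 6) of uninjured cells and 90.2% ± 2.1 (SD, n = 3) of injured cells. On the same scale, Slc17a6 was detected in 94.5% ± 2.6 of uninjured and 94.9% ± 0.67 of injured cells, Tubb3 in 96.0% ± 2.9 and 98.2% ± 0.83, and Sncg in 98.1% ± 2.0 and 95.1% ± 1.5. No share in cells that should lack these markers can be given, because cells of other types had been removed. The levels of 3 of the 4 markers differed between conditions by more than the spread between samples (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rbpms fell from 699 ± 54 to 302 ± 23 CPM (log2 fold change -1.21, standard error 0.14, adjusted p = 3.86e-05 with edgeR). Sncg fell from 2185 ± 763 to 1050 ± 300 CPM (log2 fold change -1.06, standard error 0.31, adjusted p = 0.0166 with edgeR), and it was no longer past the threshold without injured 1 (adjusted p = 0.0897 with edgeR) or without injured 2 (0.0652). Sncg was also not past it with libraries 1 to 4 and their number as a block (0.0581 with edgeR) and, in settings added after the data were seen, with similar libraries summed (0.111) and among cells with 3 to 5% of UMIs from Malat1 (0.364), and its adjusted p ranged from 0.00170 to 0.364. Tubb3 rose from 544 ± 188 to 1262 ± 401 CPM (log2 fold change 1.22, standard error 0.28, adjusted p = 0.00412 with edgeR). Slc17a6 was at 414 ± 49 and 502 ± 74 CPM, a difference that was not past the threshold (log2 fold change 0.28, standard error 0.15, adjusted p = 0.170 with edgeR).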

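Normalized expression (NE) of Atp6v0c was computed as in the paper's methods, as the natural log of 1 plus 10000 times the share of a cell's UMIs, and averaged over the cells of each library. Mean NE was 2.96 ± 0.22 (SD, n = 6) in uninjured samples and 2.54 ± 0.15 (SD, n = 3) in injured samples, a difference of -0.42 (exact two-sided permutation test, p = 0.0238, the smallest p this design allows). Library means were 2.87, 2.91, 2.76, 2.75, 3.17 and 3.27 in uninjured 1 to 6, and 2.55, 2.68, 2.38 and 2.39 in injured 1 to 4, of which the last pair was averaged. At least 1 UMI of Atp6v0c was found in 99.8% of uninjured and 97.8% of injured cells. Among cells with 3 to 5% of UMIs from Malat1 the difference in mean NE was -0.27, and the conditions then overlapped (exact permutation test, p = 0.143).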

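Relative counts, scaled to a total of 1000 per cell as for Figure 1E, were computed for the 1683 uninjured and 1609 injured cells. The injured cells differ from those of the paper, which reports 1375, and they include the shared barcodes of injured 3 and 4 from both libraries. The median relative count of Atp6v0c was 1.93 (quartiles 1.36 and 2.43) in uninjured cells and 1.27 (quartiles 0.884 and 1.67) in injured cells. Medians were 0.416 and 0.306 for Rnasek, 0.512 and 0.426 for Atp6v0b, 0.299 and 0.255 for Atp6ap2, 0.151 and 0.0800 for Atp6v0e2, and 0.0142 and 0.0333 for Atp6v0e, in uninjured and injured cells, respectively. These medians describe cells, and p-values were taken from samples alone. Of the 13 Vo genes listed for this comparison, 12 had enough counts to be tested, and 3 were past the threshold both over all genes and when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apart from Tcirg1, which was added here as the remaining a subunit gene, the list is the paper's own choice for these libraries. Atp6v0d2 was not tested, because its UMIs were found in 0 uninjured cells and in 0.0622% of injured cells. Besides Atp6v0e, the genes past the threshold were the a subunit genes Tcirg1 and Atp6v0a4, which were near the detection limit. Tcirg1 rose from 1.77 ± 0.50 to 4.34 ± 1.8 CPM (log2 fold change 1.22, standard error 0.34, adjusted p = 0.0114 with edgeR) and was not past the threshold without injured 1 or without injured 2 (adjusted p = 0.0590 and 0.0743 with edgeR), nor with libraries 1 to 4 and their number as a block (0.0603). Atp6v0a4 fell from 2.62 ± 0.56 to 0.760 ± 0.53 CPM (log2 fold change -1.76, standard error 0.44, adjusted p = 0.00663 with edgeR). With pairs of similar libraries as a random block (limma-voom), neither was past the threshold (adjusted p = 0.186 for Tcirg1 and 0.0926 for Atp6v0a4), and Tcirg1 was not with similar libraries summed (0.118 with edgeR), both settings added after the data were seen. Over the settings that tested them, adjusted p ranged from 6.29e-04 to 0.186 for Tcirg1 and from 6.80e-04 to 0.0926 for Atp6v0a4. Atp6v0a1, Atp6v0a2, Atp6v0b, Atp6v0d1, Atp6ap1 and Atp6ap2 had log2 fold changes between -0.35 and 0.02 and were not past the threshold, and for Atp6v0a2, Atp6v0b, Atp6v0d1, Atp6ap1 and Atp6ap2 the sign changed under at least 1 alternative setting. Atp6v0a1 passed the threshold with library totals alone (adjusted p = 0.0441 with edgeR), with libraries 1 to 4 and no block (0.0343) and with all 10 libraries as separate samples (0.0305), and its adjusted p ranged from 0.0305 to 0.312. Atp6ap1 passed it in 1 setting, libraries 1 to 4 and no block (log2 fold change 0.19, adjusted p = 0.0444 with edgeR), with a range of 0.0444 to 0.998. Settings with libraries 1 to 4 or with all 10 libraries count injured 3 and 4 as separate samples. The number of Vo genes past the threshold ranged from 1 to 7 over the alternative settings. From the lower level of Atp6v0c in injured RGCs, tested over single cells, the paper concludes that this gene underwent a change that puts the injured cells at risk (Figs. 1D and 1E). It also reports a significant decrease of the protein by immunostaining, and draws on the subunit's share of the c-ring and on links to disease. These were not analysed here.

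**Figure D2:**
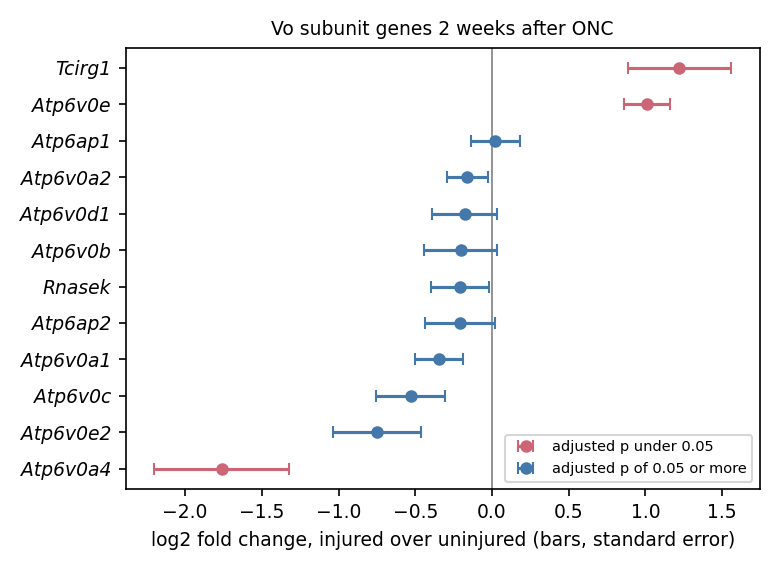
Log2 fold change of each of the 12 tested Vo subunit genes (horizontal axis, injured over uninjured samples), with the standard error as a bar and red for an adjusted p under 0.05 in edgeR's quasi-likelihood test. Tcirg1 (1.22) and Atp6v0e (1.01) lie above 0 and Atp6v0a4 (-1.76) below it, and the other genes are drawn in blue, 6 of which change sign under an alternative setting.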

Next, we tested whether sustained upregulation of Atp6v0c in injured RGCs is sufficient to promote axon regeneration after ONC. For experimental Atp6v0c upregulation, we selected from the transcript-specific bulk-mRNA-seq-profiled RGC dataset an ORF of the only detected protein-coding Atp6v0c transcript identified in both replicates (Figure 1I). Stable experimental neuronal Atp6v0c transgene expression was achieved using intravitreally injected adeno-associated virus serotype 2 (AAV2), which transduces the RGCs. For benchmarking, we compared the effects to AAV2 targeting of prominent regulators of long-distance axon regeneration, Pten, and Klf9.^24^^,^^27^^,^^28^ To validate AAV2 vector expression (which transduces RGCs within the retina) in injured RGCs, a Myc reporter was added to the *N*-terminus of the Atp6v0c ORF. For negative control, an mCherry-expressing AAV2 vector was used. For positive control, established axon regeneration-promoting AAV2 vectors expressing short hairpin RNAs (shRNAs) to knock down (KD) expression of Pten or Klf9, and co-expressing an mCherry reporter, were used.^24^^,^^28^ The viruses were injected intravitreally in adult mice, and 2 weeks later, ONC injury was performed (Figure 2A). Co-immunostaining of the retinas 2 weeks after ONC for the Myc-tag reporter and βIII-Tubulin (a neuronal-specific marker that selectively labels the RGCs within the retina) confirmed expression of the Atp6v0c transgene in the transduced (Myc reporter-labeled) injured RGCs, with transduction efficiency of ∼30%, similar to prior reports that also used AAV2 to target the RGCs^24^ (as shown by confocal images in Figures 2B–2E, wider field-of-view images in Figures 2F and 2G, and quantifications in Figure 2H); transgene expression was also validated by scRNA-seq (Figure S1B). mCherry reporter-labeled injured RGCs also confirmed comparable transduction and expression of the established AAV2 vectors used here for negative (mCherry) and positive (anti-Pten and anti-Klf9 shRNAs) controls (Figures 2B–2D and 2H).

**Figure 2:**
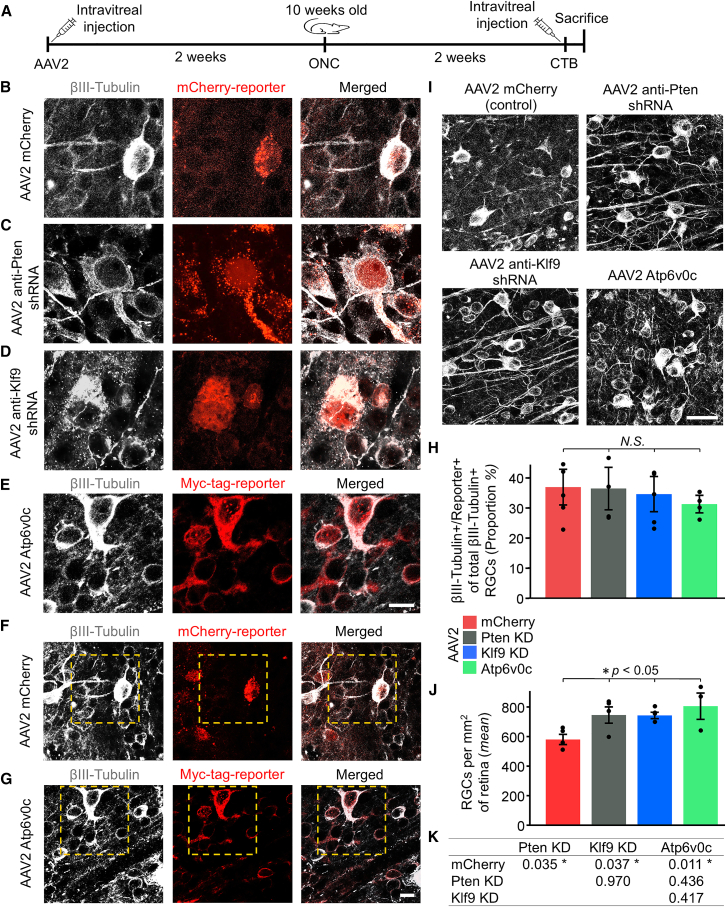
Atp6v0c transgene promotes RGC survival after optic nerve injury (A) Experimental timeline: AAV2 viral vectors were injected intravitreally in 8-week-old mice, and 2 weeks later, ONC injury was performed. Animals were sacrificed for histological analysis 2 weeks after ONC. For axon regeneration studies (shown in Figure 3), the axonal tracer CTB was injected intravitreally 1 day prior to sacrifice. (B–E) Confocal microscopy with a 63× objective was used to determine co-localization of vector reporters and RGC marker in the same cells. High-magnification representative images of the immunostained retinal flat mounts’ GCL show that mCherry and Myc-tag reporters of transduction/expression localize to βIII-Tubulin+ cells (βIII-Tubulin is a neuronal-specific marker that labels the RGCs within the retina), and that transduced cells are detected at similar proportions in all conditions, as marked (*B-E*). Scale bars, 10 μm. (F and G) Lower-magnification, larger field-of-view representative images for the control with mCherry reporter (*F*; dashed-line outlined inset shown in *B*) and for the Atp6v0c transgene with mCherry Myc-tag reporter (*G*; dashed-line outlined inset shown in *E*) vectors, processed as above. Scale bars, 10 μm. (H) Proportion of βIII-Tubulin+/Reporter+ cells among total βIII-Tubulin+ RGCs (*%*) in the GCL, analyzed by ANOVA with post hoc LSD. No significant differences were found. Mean ± SEM shown; *n* = 4 cases per group. *N.S.* = not significant. (I) Representative images of retinal flat mounts’ GCL immunostained for an RGC marker βIII-Tubulin at 2 weeks after ONC, pre-treated with experimental and control AAV2 vectors, as marked. Sale bars, 20 μm. (J and K) Quantitation of RGC (βIII-Tubulin+ cells) survival in retinal flat mounts’ GCL at 2 weeks after ONC, from the experimental and control treatment conditions, as marked. Mean ± SEM) shown; *n* = 3–4 cases per group (*J*). Data analyzed using ANOVA, overall *F* = 3.68, *p* < 0.05, with *p* values of pairwise comparisons determined by post hoc LSD; significant differences (*p* < 0.05) indicated by an asterisk ∗ (*K*).

Then, we tested whether directly upregulating Atp6v0c in injured RGCs would promote RGC survival and axon regeneration after injury. We used an established 2-week post-ONC axon regeneration assay,^24^^,^^27^^,^^28^ in which the optic nerve is injured by crush in order to sever all RGC axons, and RGC survival and axon regeneration are assayed at 2 weeks after injury. AAV2 vectors expressing Atp6v0c, anti-Pten shRNA, anti-Klf9 shRNA, or mCherry control were injected intravitreally in adult mice, and 2 weeks later, ONC was performed. To visualize the regenerating axons or their absence, the axonal tracer Cholera toxin subunit B (CTB)-488 was injected 1 day prior to sacrifice at 2 weeks after ONC. The number of regenerating axons was quantified in longitudinal sections of the optic nerve (no spared axons were detected in either group), and RGC survival was quantified in retinal flat mounts (see materials and methods for details; experimental timeline in Figure 2A). We found that Atp6v0c upregulation promoted RGC survival by approximately 25%, which is a similar extent of neuroprotection as with anti-Pten shRNA and anti-Klf9 shRNA AAV2 treatments by 2 weeks post-ONC, compared to RGC survival in the injured control group (Figures 2I–2K). Although, given that over 80% of RGCs die by 2 weeks after ONC,^29^ the observed increase in survival is modest (as only about 5% fewer RGCs died), if experimental neuroprotection persists permanently, this would be meaningful because, without treatment, most or nearly all RGCs eventually die. Importantly, relative to only minor axonal sprouting past the injury site detected in control animals (as expected), the Atp6v0c transgene promoted long-distance axon regeneration past the injury site, which is comparable to the extent of axon regeneration achieved by anti-Pten shRNA and anti-Klf9 shRNA AAV2 treatments (Figures 3A–3G).

**Figure 3:**
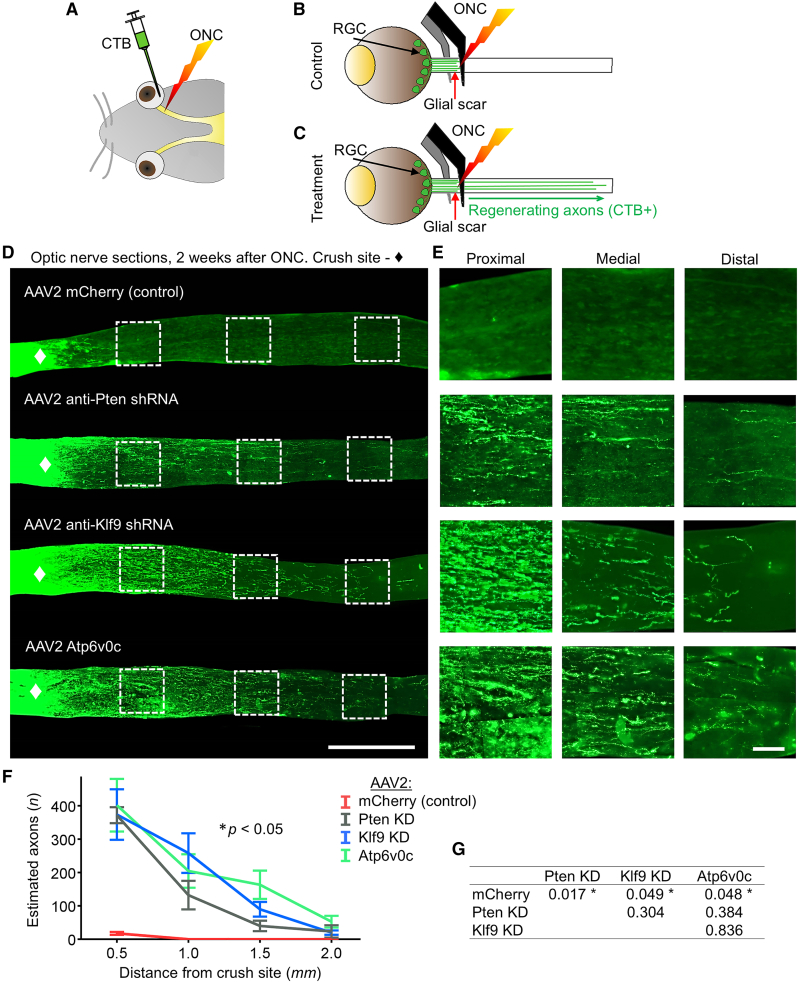
Atp6v0c transgene promotes axon regeneration after optic nerve injury (A–C) Experimental timeline shown in Figure 2A. For visualization of the regenerating axons, or their absence, an axonal tracer CTB (conjugated to Alexa Fluor 488 dye) is injected intravitreally 1 day before sacrifice. It is rapidly taken by the RGCs and transported anterogradely along the intact axons that are connected to RGC soma (*A*). In the control condition, the CTB-labeled axons end abruptly at the ONC injury site (*B*), but in the experimental treatment condition, the regenerating axons are CTB-labeled also beyond the injury site, to the length they regrew along the optic nerve in 2 weeks (a standard endpoint in axon regeneration proof-of-concept studies) (*C*). (D and E) Representative images of optic nerve longitudinal cryosections with CTB-labeled axons at 2 weeks after ONC from animals pre-treated with experimental and control AAV2 vectors, as marked (*D*). Insets: Representative images of the optic nerve regions proximal and distal to the injury site are magnified for better visualization of the axons or their absence (*E*). The edges of the tissue were optically trimmed (i.e., cropped) due to artifactual autofluorescence that is common at tissue edges (see materials and methods). Scale bars, 500 μm (main panels), 50 μm (insets). (F and G) Quantitation of CTB-labeled regenerating axons at 2 weeks after ONC, at increasing distances from the injury site, after pre-treatment with experimental and control AAV2 vectors, as marked. Mean ± SEM shown; *n* = 3–4 cases per group (*F*). Data analyzed using repeated-measures ANOVA with post hoc LSD, sphericity assumed, overall *F* = 6.28, *p* < 0.05; post hoc *p* value (*p* < 0.05) indicated by an asterisk ∗ (*G*).

## Discussion

No clinical treatments exist for regenerating damaged axons, limiting recovery options for CNS injuries. Toward addressing this unmet medical need, using gene therapy for targeting a transgene to injured neurons, we identified the V-ATPase subunit Atp6v0c as an axon regeneration-promoting factor with neurotherapeutic potential for CNS injury and disease. Remarkably, the extent of neuroprotection and axon regeneration was comparable to the effects of AAV2 targeting Pten and Klf9, which are benchmark regulators of CNS axon regeneration.^24^^,^^27^^,^^28^ Although conditional genetic knockout of Pten leads to greater survival and axon regeneration than AAV2-mediated KD,^27^ we used the same viral vector delivery method in all conditions for a more appropriate comparison of the treatments *per se*, which better reflects their translational potential via gene therapy.

The limitations and future directions are as follows. For a proof of concept, we used the standard in the field 2-week post-ONC time point to assess whether the Atp6v0c transgene has neurotherapeutic potential. Future long-term studies are needed to explore the full potential, as prior studies suggested that ∼3 months are needed post-ONC for experimentality stimulated regenerating axons to reach post-synaptic targets in respective brain nuclei for recovery of visual functions.^30^^,^^31^ Future long-term studies should also examine Atp6v0c levels at additional time points post-injury and explore whether treatment effects vary across RGC subtypes or retinal regions. Additionally, leveraging emerging improved AAV2-based vectors with higher transduction efficiency could further enhance therapeutic efficacy. Furthermore, as a greater extent of axon regeneration is achievable by combining different approaches,^30^^,^^31^ future studies may find that Atp6v0c upregulation cooperates with other treatments to yield an even greater extent of axonal repair/regeneration. A number of effectors may be implicated in the neurotherapeutic efficacy we observed. For example, enhancing lysosomal function in injured neurons may promote axon regeneration by facilitating a higher demand for lysosomal degradation of proteins that misfolded either due to ER stress or an increased protein synthesis demand for supporting axonal regeneration in a pathological microenvironment. This could be particularly relevant for the degradative lysosomes transported for function into damaged axons. Exploring these possibilities, along with the upstream and downstream molecular mechanisms, represents an important future research direction. For example, future studies could explore whether the Atp6v0c transgene rescues a specific lysosomal dysfunction by mitigating ER stress, regulating autophagy, and/or improving lysosomal acidification and clearing misfolded proteins. Moreover, because previous association of Atp6v0c with epilepsy and neurodevelopmental disorders was due to congenital mutations in the Atp6v0c gene,^22^ upregulating wild-type Atp6v0c is not apparently concerning; nevertheless, future translational studies would need to evaluate the safety of increasing Atp6v0c levels in injured neurons.

## Materials and methods

Materials And Methods are provided in the supplemental information.

## Data and code availability

• The plasmid for the Atp6v0c AAV2 vector will be shared for academic purposes. This study did not generate any other new unique reagents.
• RNA sequencing data from this study have been deposited in the Gene Expression Omnibus (GEO) at the NCBI repository and are publicly available (accession number GSE325128).
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

This work was supported by a grant from the 10.13039/100000002National Institutes of Health (NIH), National Eye Institute (NEI) (grant R01-EY029739, to E.F.T.). Portions of this research were conducted at the High Performance Computing Facility, University of Connecticut. We are grateful to Bill Flynn and Elise Courtois (The Jackson Laboratory for Genomic Medicine, Farmington, CT) for single-cell RNA-sequencing service and to Sophan Iv (Research IT Services, University of Connecticut) and Stephen King (High Performance Computing Facility, University of Connecticut) for bioinformatics support. We thank Mathew Frost, Madison Sakheim, and Lucy Homer (students, University of Connecticut School of Medicine) for technical assistance.

## Author contributions

A.K.^#^, A.L.^#^, J.B., A.D., and M.G., performed the experiments. E.F.T. designed the study and wrote the manuscript.

## Declaration of interests

The authors declare no competing interests.

## References

[1] Ghaffarieh A., Levin L.A. (2012). Optic nerve disease and axon pathophysiology. Int. Rev. Neurobiol..

[2] Kanamori A., Catrinescu M.M., Kanamori N., Mears K.A., Beaubien R., Levin L.A. (2010). Superoxide is an associated signal for apoptosis in axonal injury. Brain.

[3] Hetz C., Saxena S. (2017). ER stress and the unfolded protein response in neurodegeneration. Nat. Rev. Neurol..

[4] Reggiori F., Molinari M. (2022). ER-phagy: mechanisms, regulation, and diseases connected to the lysosomal clearance of the endoplasmic reticulum. Physiol. Rev..

[5] Bisicchia E., Mastrantonio R., Nobili A., Palazzo C., La Barbera L., Latini L., Millozzi F., Sasso V., Palacios D., D'Amelio M., Viscomi M.T. (2022). Restoration of ER proteostasis attenuates remote apoptotic cell death after spinal cord injury by reducing autophagosome overload. Cell Death Dis..

[6] Farfel-Becker T., Roney J.C., Cheng X.T., Li S., Cuddy S.R., Sheng Z.H. (2019). Neuronal Soma-Derived Degradative Lysosomes Are Continuously Delivered to Distal Axons to Maintain Local Degradation Capacity. Cell Rep..

[7] Roney J.C., Cheng X.T., Sheng Z.H. (2022). Neuronal endolysosomal transport and lysosomal functionality in maintaining axonostasis. J. Cell Biol..

[8] Maday S. (2016). Mechanisms of neuronal homeostasis: Autophagy in the axon. Brain Res..

[9] He M., Ding Y., Chu C., Tang J., Xiao Q., Luo Z.G. (2016). Autophagy induction stabilizes microtubules and promotes axon regeneration after spinal cord injury. Proc. Natl. Acad. Sci. USA.

[10] Ko S.H., Apple E.C., Liu Z., Chen L. (2020). Age-dependent autophagy induction after injury promotes axon regeneration by limiting NOTCH. Autophagy.

[11] Sun Y., Wang X., Yang X., Wang L., Ding J., Wang C.C., Zhang H., Wang X. (2023). V-ATPase recruitment to ER exit sites switches COPII-mediated transport to lysosomal degradation. Dev. Cell.

[12] Forgac M. (2007). Vacuolar ATPases: rotary proton pumps in physiology and pathophysiology. Nat. Rev. Mol. Cell Biol..

[13] Zhao J., Benlekbir S., Rubinstein J.L. (2015). Electron cryomicroscopy observation of rotational states in a eukaryotic V-ATPase. Nature.

[14] Lee J.H., Yu W.H., Kumar A., Lee S., Mohan P.S., Peterhoff C.M., Wolfe D.M., Martinez-Vicente M., Massey A.C., Sovak G. (2010). Lysosomal proteolysis and autophagy require presenilin 1 and are disrupted by Alzheimer-related PS1 mutations. Cell.

[15] Wang L., Wu D., Robinson C.V., Wu H., Fu T.M. (2020). Structures of a Complete Human V-ATPase Reveal Mechanisms of Its Assembly. Mol. Cell.

[16] Aoto K., Kato M., Akita T., Nakashima M., Mutoh H., Akasaka N., Tohyama J., Nomura Y., Hoshino K., Ago Y. (2021). ATP6V0A1 encoding the a1-subunit of the V0 domain of vacuolar H. Nat. Commun..

[17] Mangieri L.R., Mader B.J., Thomas C.E., Taylor C.A., Luker A.M., Tse T.E., Huisingh C., Shacka J.J. (2014). ATP6V0C knockdown in neuroblastoma cells alters autophagy-lysosome pathway function and metabolism of proteins that accumulate in neurodegenerative disease. PLoS One.

[18] George J., Shafiq K., Kapadia M., Kalia L.V., Kalia S.K. (2024). High frequency electrical stimulation reduces α-synuclein levels and α-synuclein-mediated autophagy dysfunction. Sci. Rep..

[19] Liu Q.Y., Lei J.X., Sikorska M., Liu R. (2008). A novel brain-enriched E3 ubiquitin ligase RNF182 is up regulated in the brains of Alzheimer's patients and targets ATP6V0C for degradation. Mol. Neurodegener..

[20] Kim S.H., Cho Y.S., Kim Y., Park J., Yoo S.M., Gwak J., Kim Y., Gwon Y., Kam T.I., Jung Y.K. (2023). Endolysosomal impairment by binding of amyloid beta or MAPT/Tau to V-ATPase and rescue via the HYAL-CD44 axis in Alzheimer disease. Autophagy.

[21] Abbas Y.M., Wu D., Bueler S.A., Robinson C.V., Rubinstein J.L. (2020). Structure of V-ATPase from the mammalian brain. Science.

[22] Mattison K.A., Tossing G., Mulroe F., Simmons C., Butler K.M., Schreiber A., Alsadah A., Neilson D.E., Naess K., Wedell A. (2023). ATP6V0C variants impair V-ATPase function causing a neurodevelopmental disorder often associated with epilepsy. Brain.

[23] Hass D.T., Barnstable C.J. (2019). Mitochondrial Uncoupling Protein 2 Knock-out Promotes Mitophagy to Decrease Retinal Ganglion Cell Death in a Mouse Model of Glaucoma. J. Neurosci..

[24] Rheaume B.A., Xing J., Lukomska A., Theune W.C., Damania A., Sjogren G., Trakhtenberg E.F. (2023). Pten inhibition dedifferentiates long-distance axon-regenerating intrinsically photosensitive retinal ganglion cells and upregulates mitochondria-associated Dynlt1a and Lars2. Development.

[25] Blake-Palmer K.G., Su Y., Smith A.N., Karet F.E. (2007). Molecular cloning and characterization of a novel form of the human vacuolar H+-ATPase e-subunit: an essential proton pump component. Gene.

[26] Makar A.N., Boraman A., Mosen P., Simpson J.E., Marques J., Michelberger T., Aitken S., Wheeler A.P., Winter D., von Kriegsheim A., Gammoh N. (2024). The V-ATPase complex component RNAseK is required for lysosomal hydrolase delivery and autophagosome degradation. Nat. Commun..

[27] Park K.K., Liu K., Hu Y., Smith P.D., Wang C., Cai B., Xu B., Connolly L., Kramvis I., Sahin M., He Z. (2008). Promoting axon regeneration in the adult CNS by modulation of the PTEN/mTOR pathway. Science.

[28] Apara A., Galvao J., Wang Y., Blackmore M., Trillo A., Iwao K., Brown D.P., Fernandes K.A., Huang A., Nguyen T. (2017). KLF9 and JNK3 Interact to Suppress Axon Regeneration in the Adult CNS. J. Neurosci..

[29] Mead B., Tomarev S. (2016). Evaluating retinal ganglion cell loss and dysfunction. Exp. Eye Res..

[30] de Lima S., Koriyama Y., Kurimoto T., Oliveira J.T., Yin Y., Li Y., Gilbert H.Y., Fagiolini M., Martinez A.M.B., Benowitz L. (2012). Full-length axon regeneration in the adult mouse optic nerve and partial recovery of simple visual behaviors. Proc. Natl. Acad. Sci. USA.

[31] Lim J.H.A., Stafford B.K., Nguyen P.L., Lien B.V., Wang C., Zukor K., He Z., Huberman A.D. (2016). Neural activity promotes long-distance, target-specific regeneration of adult retinal axons. Nat. Neurosci..

# Supplementary material for: Vacuolar ATPase subunit Atp6v0c transgene promotes neuroprotection and long-distance axon regeneration in injured retinal ganglion neurons
**Source:** Mol Ther Nucleic Acids. 2026 Apr 1;37(2):102922. doi: 10.1016/j.omtn.2026.102922
**Supplement:** Document S1. Figure S1

## **Supplemental information**

**Vacuolar ATPase subunit Atp6v0c transgene  
promotes neuroprotection and long-distance axon  
regeneration in injured retinal ganglion neurons**

**Anja Kearney, Agnieszka Lukomska, Jacob Brady, Ashiti Damania, Mahit Gupta, and Ephraim F. Trakhtenberg**

## MATERIALS AND METHODS

**Animal use, surgeries, intraocular injections.** All animal studies were performed at the University of Connecticut Health Center with approval of the Institutional Animal Care and Use Committee and of the Institutional Biosafety Committee, and performed in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Visual Research. Mice were housed in the animal facility with a 12-h light/12-h dark cycle (lights on from 7:00 AM to 7:00 PM) and a maximum of five adult mice per cage. Food and water were available ad libitum. The study used wild-type 129S1/SvImJ (JAX strain 002448) mice, as well as Thy1-YFP reporter mice (which also independently co-express Cre<sup>ERT2</sup>; JAX strain 012708) transferred to 129S1/SvImJ background. In these transgenic reporter mice, within the retina, YFP labels the RGCs<sup>1</sup>. Optic nerve surgeries and intravitreal injections, were carried out on mice of both sexes 8-12 weeks of age (average body weight 20-26 g) under general anesthesia, as described previously<sup>2,3</sup>. For histological analysis, mice were euthanized using CO<sub>2</sub> and cervical dislocation. The viruses included AAV2 vectors expressing Atp6v0c (ORF of ENSMUST00000024932), anti-Pten shRNAs (target sequences: 5'-GCAGAAACAAAAGGAGATATCA-3', 5'-GATGATGTTTGAAACTATTCCA-3', 5'-GTAGAGTTCTTCCACAAACAGA-3', and 5'-GATGAAGATCAGCATTACACAAA-3'), anti-Klf9 shRNAs (target sequences: 5'-GGAGGCGCTGCCGTTACGTA-3', 5'-TGGCTGCCCAGTGTCTGGTTT-3', 5'-CGGGGGACACCTGGAAGGATT-3', and 5'-GCAAATAAATGCTTTTGGTAC-3'), and mCherry alone for control (titers ~1 × 10<sup>12</sup> GC/mL; VectorBuilder, Inc.). Vectors expressing anti-Pten or anti-Klf9 shRNAs, also co-expressed an mCherry reporter. Atp6v0c and mCherry ORFs had an N-terminally fused myc-tag reporter. Viruses (2 µl per eye) were injected intravitreally, avoiding injury to the lens, in 8-week-old mice, which were randomly assigned to experimental or control conditions, 2 weeks prior to ONC surgery. This lead time allowed for sufficient transduction and expression of the transgenes in RGCs at the time of ONC. Transduction efficiency was approximately 30%, which is comparable to prior reports that also used AAV2 to target the RGCs<sup>3</sup>. Cholera toxin subunit B (CTB) conjugated to Alexa Fluor 488 dye (C34775, ThermoFisher Scientific) was injected (1% in 3 µl PBS) intravitreally one day prior to sacrifice, at 2 weeks after ONC, in order to visualize the regenerating axons or their absence.

**Tissue processing and immunostaining.** Standard histological procedures were used, as described previously<sup>2,3</sup>. Briefly, anesthetized mice were transcardially perfused with isotonic saline followed by 4% paraformaldehyde (PFA), the eyes and the optic nerves were dissected, the cornea was punctured, and the tissues were postfixed 2 hours. The retinas dissected-out for flat-mounts or horizontal flat-sections, the whole eyes for sagittal cross-sections, and the optic nerves for longitudinal sections, were washed in PBS and transferred to 30% sucrose overnight at 4 °C. The optic nerves were then embedded in OCT Tissue Tek Medium (Sakura Finetek), frozen, cryosectioned longitudinally at 14 µm, and then mounted for imaging on coated glass slides. For analyzing RGC survival, resected (into PBS at 4 °C) free-floating retinas were immunostained in 24-well plate wells and, after making 4 symmetrical slits, flat-mounted on coated glass slides for imaging. For analyzing Atp6v0c transgene expression in AAV2-transduced RGCs, the flattened retinas were embedded in OCT Tissue Tek Medium (Sakura Finetek), frozen, and cryosectioned at 14 µm horizontally to capture the ganglion cell layer (GCL) of the retina, and then immunostained and mounted on coated glass slides for imaging using a confocal microscope (see below). For Atp6v0c immunostaining, the whole eyes were embedded in OCT Tissue Tek Medium (Sakura Finetek), frozen, and cryosectioned at 14 µm sagittally (capturing the GCL in the cross-sections), and then immunostained and mounted on coated glass slides for imaging using a confocal microscope (see below). For immunostaining, the tissues were blocked with appropriate sera, incubated overnight at 4 °C with primary antibodies, Atp6v0c (1:100; rabbit polyclonal, PA5116676 Thermo Fisher Scientific), βIII-Tubulin (1:500; rabbit polyclonal, Ab18207 Abcam), and Myc (1:400; mouse monoclonal, SC-40 SCBT), then washed 3 times, incubated with appropriate fluorescent dye-conjugated secondary antibodies (1:500; IgG H+L or IgG 2a Alexa Fluor, Thermo Fisher Scientific) overnight at 4 °C, washed 3 times again, and mounted for imaging.

**Quantification of regenerated axons and RGC survival.** To visualize the regenerating axons or their absence after treatments, axonal tracer (Alexa Fluor 488-conjugated CTB 1% in 3 µl PBS) was intravitreally injected one day before animals were euthanized 2 weeks following ONC. Longitudinal sections of the optic nerve were examined for possible axon sparing. No spared axons were found in control, and no evidence of axon sparing was found in experimental conditions (i.e., at 2 weeks after injury, no axons were found at the most distal from the injury region of the optic nerve). Regenerated axons (defined as continuous fibers, which are absent in

controls and are discernible from background puncta and artefactual structures) were counted manually using a fluorescent microscope (40x/1.2 C-Apochromat W; AxioObserver.Z1, Zeiss) in at least 4 longitudinal sections per optic nerve at various distances from the injury site (identified by the abrupt disruption of axonal density approximately 1 mm from the optic nerve head, as marked by a rhombus in Fig. 3), and these values were used to estimate the total number of regenerating axons per nerve, as described<sup>2,3</sup>. For representative images, serial fields of view along the longitudinal optic nerve tissue section were imaged as above; z-stacks with 5 planes at 0.5  $\mu\text{m}$  intervals were deconvoluted, merged, and stitched (ZEN software, Zeiss). Then, processed images of 3 tissue sections from the same optic nerve were superimposed over each other and merged using Photoshop CS6 (Adobe), shown as representative images. RGC survival was quantified in retinal flatmounts' GCL as described<sup>2,3</sup>, by immunostaining with an antibody to  $\beta$ III-Tubulin (neuronal marker), taking advantage of the selective expression (within the retina) of  $\beta$ III-tubulin in RGCs. ImageJ software Cell Counter Plugin was used to count  $\beta$ III-Tubulin positive cells from images acquired (using a fluorescent microscope, 20x LD; Zeiss, AxioObserver.Z1, Zeiss) at 1 mm and at 2 mm from the optic nerve head in four directions of the GCL, then averaged to estimate overall RGC survival per  $\text{mm}^2$  of the retina. For analyzing RGC transduction efficiency, the horizontality cryosectioned flattened retinas' GCL immunostained for  $\beta$ III-Tubulin and Myc reporter were imaged along with mCherry reporter (where applicable) using confocal microscopy (63x Oil; LSM800, Zeiss), and proportions of  $\beta$ III-Tubulin+/reporter+ of total  $\beta$ III-Tubulin+ RGCs were quantified; representative images were sampled randomly. For quantifications and representative images of Atp6v0c immunostained RGCs, Thy1-YFP mice's retinal GCL regions randomly sampled from the sagittally cryosectioned retinas' immunostained for Atp6v0c were imaged, along with the YFP RGC marker, using a confocal microscope (63x objective; LSM800, Zeiss). Atp6v0c immunofluorescence signal intensity was measured in the YFP+ RGCs located in the GCL, using ZEN software (Zeiss) measurements tools for average pixel intensity. Quantifications were performed on individual RGCs present in the 63x image field of view GCL, in 4 eye/retinal cross-sections per condition. Investigators performing the surgeries and quantifications were masked to the group identity by another researcher until the end of the experiment.

**Statistical analyses.** All tissue processing, quantification, and data analysis were done masked throughout the study. Sample sizes were based on accepted standards in the literature and our prior experiences. Sample size

represents total number of biological replicates in each condition. All experiments included appropriate controls. No cases were excluded in our data analysis, although a few animals that developed a cataract in the injured eye were excluded from the study, and their tissues were not processed. The data are presented as means  $\pm$  SEM, and was analyzed (as specified in the applicable Figure legends) by independent samples *t*-test (2-tailed) or by ANOVA with or without Repeated Measures and a posthoc LSD test (SPSS). All differences were considered significant at  $p < 0.05$ .

**RGC scRNA-seq and bulk-mRNA-seq datasets.** ScRNA-seq was performed as we described previously<sup>3</sup>, briefly: uninjured and injured (2 weeks post-ONC) RGCs from 12-week old mice of both sexes were Thy1-immunopanned from single cell retinal suspension (10 retinas per batch), after immunopanning depletion of macrophages and amacrine cells. Cells were resuspended in DPBS with 0.04% BSA, and immediately processed as follows. Cell count and viability were determined using trypan blue on a Countess FL II, and 6,000 cells per batch were loaded for capture onto the Chromium System using the v2 single cell reagent kit (10X Genomics). Following capture and lysis, cDNA was synthesized and amplified (12 cycles) as per manufacturer's protocol (10X Genomics). The amplified cDNA from each channel of the Chromium System was used to construct an Illumina sequencing library and sequenced on HiSeq 4000 with 150 cycle sequencing. Illumina basecall files (\*.bcl) were converted to FASTQs using CellRanger v1.3, which uses bcl2fastq v2.17.1.14. FASTQ files were then aligned to mm39 mouse reference genome and transcriptome using the CellRanger v1.3 software pipeline with default parameters, which demultiplexes the samples and generates a gene versus cell expression matrix based on the barcodes and assigned unique molecular identifiers (UMIs) that enable determining the individual cells from which each RNA molecule originated. For determining gene expression, normalization of the raw counts was performed using Seurat v5.2.1's NormalizeData function, which divides the feature counts by the number of counts per each cell and then applies natural log transformation, resulting in normalized expression (NE) values. Individual samples were batch adjusted and integrated using Seurat's FindVariableFeatures, SelectIntegrationFeatures, FindIntegrationAnchors, and IntegratedData functions. RGC cell identity was confirmed based on co-expression of pan-RGC markers (Rbpms, Slc17a6, Sncg, and Tubb3). 

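The deposited counts held 98, 103, 363, 651, 267 and 201 cells in uninjured 1 to 6, and 338, 273, 527 and 471 cells in injured 1 to 4. All of these 1683 uninjured and 1609 injured cells met the limits the paper states, at least 500 genes, at most 20% mitochondrial UMIs and at most 150000 UMIs, so the selection had been made before deposit. The lowest number of genes in a cell was 821 and the highest mitochondrial share was 19.8%. Injured 3 and 4 shared barcodes for the same cells, and with these counted once the injured libraries held 1188 distinct cells. With a limit of 10% mitochondrial UMIs, 1558 uninjured and 1591 injured cells remained. UMIs of at least 3 marker genes of amacrine cells were found in 16.5% of uninjured and 4.85% of injured cells, and of Müller glia in 12.7% and 1.62%. Without the cells that held markers of any other retinal class in this way, 1276 uninjured and 1508 injured cells remained. These marker shares depend on depth, and the median cell held 27816 UMIs in uninjured and 13543 UMIs in injured libraries. They were not computed on thinned cells, so they do not show that uninjured libraries held more cells of other classes. No doublet caller was run, because the paper limited UMIs per cell against doublets before deposit.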

A total of 1683 RGCs from uninjured and 1375 RGCs from injured retinas that passed quality control (QC) were selected. QC filters/thresholds included the following criteria per cell: a maximum threshold of 20% mitochondrial genes

expressed in the transcriptome, a minimum of 500 genes, and a maximum of 150,000 UMIs (to mitigate the presence of cell doublets). Uninjured and injured datasets were then merged and normalized using Seurat's merge and NormalizeData functions. Violin plots of normalized gene expression were generated using Seurat's VlnPlot function, and overlaid categorical scatter (violin point) plots were generated using ggbeeswarm. Boxplots for median relative counts of normalized expression (not-logged, with median  $\pm$  interquartile range error bars) of V-ATPase Vo subunit genes in the uninjured and injured RGCs were generated using Seurat's NormalizeData function (with Relative Counts normalization and a scaling factor of 1000) and visualized using ggplot2. For bulk-mRNA-seq, adult uninjured RGCs transduced with AAV2 (~30% transduction efficiency) expressing mCherry were Thy1-immunopanned from single cell retinal suspension (from 10 retinas after immunopanning depletion of macrophages) and FACS'ed for mCherry+ cells (as we described previously<sup>3</sup>). Approximately, 5,000 RGCs were collected by FACS and RNA was isolated immediately using the Zymo QuickRNA microprep kit. Total RNA with RNA Integrity Number (RIN)  $\geq 9$  (by Bioanalyzer 2100 using the Nano 6000 kit, Agilent) was extracted using Direct-zol RNA MiniPrep kit (R2050, Zymo Research). cDNA libraries were prepared using polyA-selected RNA (TruSeq RNA Library Prep Kit, Illumina). Paired reads were sequenced in a DNA-strand-specific manner, 100 bp from each end on HiSeq 2000 Sequencer (Illumina), passed QC filters, mapped to the mm39 genome and transcriptome by Hisat2, and gene expression was analyzed by Cufflinks (following a pipeline that we previously published). Transcript isoforms expressed > 1 FPKM in both replicates were visualized using IGV browser.

**Data availability.** The scRNA-seq dataset from adult uninjured and injured RGCs that we generated for these studies is available through the NCBI GEO accession GSE325128. Adult uninjured RGC bulk-mRNA-seq raw reads and processed data for expression of transcripts isoforms from the Atp6v0c gene locus analyzed in this study are available through the NCBI GEO under accession number GSE252517 (which we generated previously).

## METHODS FOR FIGURE S1

**Gene-concept network plot** analysis was performed using the methods we described previously<sup>3-5</sup>. Briefly, genes differentially expressed ( $\log_{2}(\text{fold change})$  threshold = 0.4, min.pct = 0.5) in adult uninjured vs injured RGCs were identified using Seurat's FindMarkers function<sup>6,7</sup>. Those expressed  $> 0.1$  *NE* in the higher expressing condition were analyzed using the R package clusterProfiler, using all genes expressed in injured RGCs as background (*NE*  $> 0$ ). False discovery rate (FDR) was used for multiple testing correction, and a minimum *p*-value of 0.05 was set as cutoff for significance of GO terms enrichment. GO:BP terms were rank ordered by decreasing significance (FDR adjusted *p*-value). Fold-enrichment was calculated as the DEG ratio divided by the background ratio<sup>8</sup>. Significantly enriched GO:BP pathways (*p*-value  $< 0.05$ ) containing Atp6v0c gene were plotted in a Gene-Concept Network Plot using the clusterProfiler and enrichplot R packages<sup>9</sup>.

**Validation of Atp6v0c transgene expression by scRNA-seq.** RGC scRNA-seq is detailed in the main text Materials And Methods, and was performed similarly on the RGCs treated with AAV2-Atp6v0c. Briefly, at 2 weeks post-ONC, CTB-488 stereotactically injected into the distal optic nerve uptaken by the regenerated axons and retrogradely transported to the soma of RGCs in the retina. The next day, the responding RGCs FACS-isolated and processed by scRNA-seq, as described in the main text Materials And Methods, with the following additional steps. AAV2 vector transgene with UTRs was custom-added to the reference genome and transcriptome GTF. Reads mapping to the AAV2 vector transgene UTRs were detected only in the AAV2-Atp6v0c-treated condition, confirming transgene expression in the responding RGCs. For determining Atp6v0c gene *NE*, counts of the reads that mapped non-redundantly (i.e., reads that mapped to both were counted only ones) to the endogenous and transgene Atp6v0c were combined. More detailed methods for these procedures are described in our previous publications<sup>3,10-12</sup>.

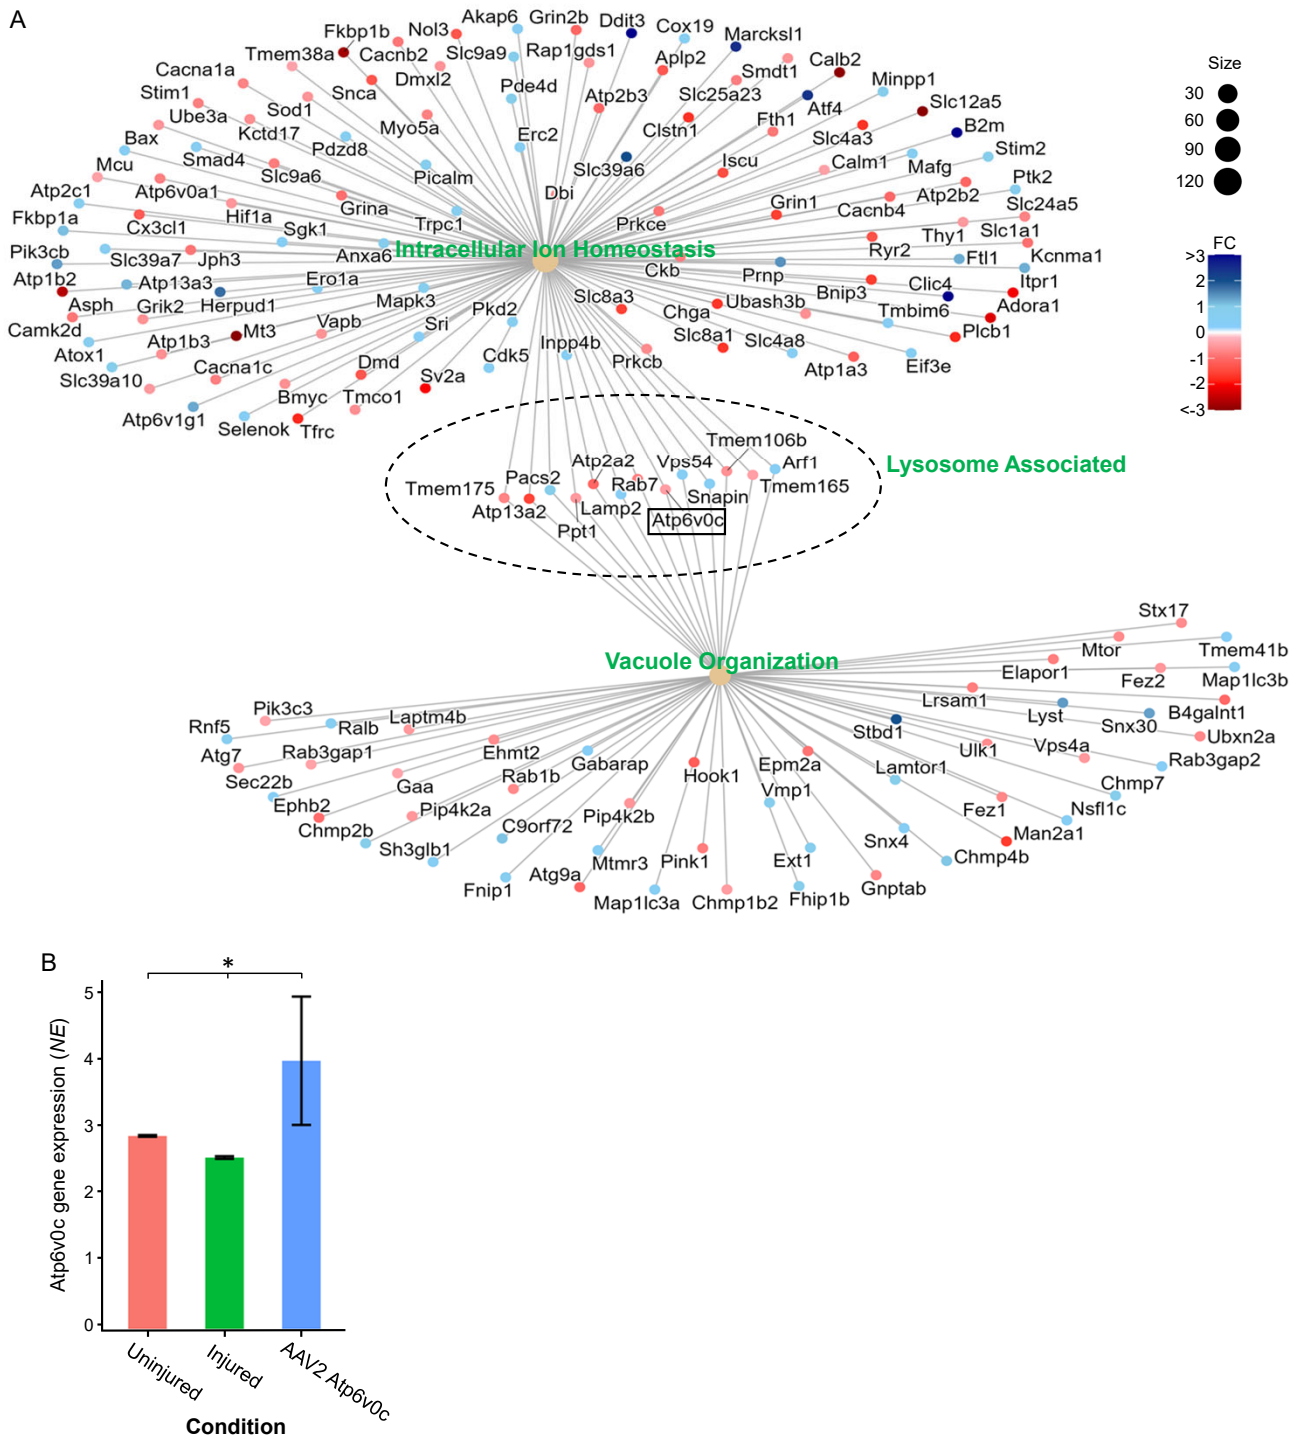

**Figure S1. (A)** Gene-Concept Network Plot of injury-regulated genes associated with GO:BP terms containing Atp6v0c (outlined with a solid line rectangular). GO terms annotated in green font represented by orange circles (*i.e.*, nodes), with circle size (per scale on the side) indicating the number of genes within that node. Color-coded scale bar indicates the log2 fold-change (FC) in expression between adult uninjured and injured RGCs. GO terms' Fold Enrichment was 1.45 ( $p < 0.001$ ) for Intracellular Ion Homeostasis and 1.66 ( $p < 0.001$ ) for Vacuole Organization. Shared genes between these two GO terms, outlined by a dashed oval, are manually curated as Lysosome Associated based on literature review. **(B)** Average gene expression of Atp6v0c is significantly increased in AAV2-Atp6v0c-treated injured RGCs relative to both uninjured and injured-control RGCs. scRNA-seq reads mapping to the AAV2 vector transgene UTRs were detected only in the AAV2-Atp6v0c-treated condition, in which endogenous and transgene Atp6v0c were combined for determining NE value. Mean (SEM) of NE values (log-normalized) are shown; significant differences ( $p < 0.05$ , indicated by an asterisk) by ANOVA with posthoc LSD.

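Of the 14234 genes tested, 6237 were past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3032 higher and 3205 lower in injured samples. Injured and uninjured samples did not overlap for 6103 of the 14234 genes (42.9%), where chance would give 2.38% if the 9 samples were independent. With similar libraries summed to 3 uninjured and 2 injured units, a setting added after the data were seen, the units did not overlap for 8769 of 15454 genes (56.7%), where chance would give 20%. The number past the threshold was 4191 with these sums and 4295 with pairs of similar libraries as a random block (limma-voom). With each library left out in turn, 4947 to 6404 genes were past the threshold. The alternative that moved the count most was the restriction to cells with 3 to 5% of UMIs from Malat1, with 3517 genes. The paper's enrichment of terms was not repeated, because the list of regulated genes it used was not analysed here.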

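The 13 genes inside the dashed oval of Figure S1A were tested one by one, with no test of the set, because the list was read from the figure. Of these, 8 were lower and 5 higher in injured samples, and all 13 moved in the direction of their color in the figure. Past the threshold were 9 of the 13 over all genes and 10 when adjusted over the list alone, which the study chose on these libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tmem175, Atp13a2, Ppt1, Atp2a2, Rab7 and Tmem106b were lower, with log2 fold changes from -1.39 (Atp13a2, standard error 0.19, adjusted p = 1.02e-04 with edgeR) to -0.44 (Tmem175, standard error 0.13, adjusted p = 0.0141 with edgeR). Pacs2, Lamp2 and Vps54 were higher, with log2 fold changes of 1.19, 0.72 and 0.51. Without injured 1, 7 of the 13 genes were past the threshold, with Ppt1 and Vps54 above it (adjusted p = 0.0568 and 0.0577 with edgeR). Over the 30 settings Ppt1 passed in 24 (adjusted p 0.00182 to 0.312), Vps54 in 23 (0.00256 to 0.686), Tmem175 in 26 (0.00182 to 0.148) and Rab7 in 29 (up to 0.0505), and Atp13a2, Pacs2, Atp2a2, Lamp2 and Tmem106b in all 30. Atp6v0c, Snapin, Arf1 and Tmem165 were not past the threshold. Under the alternatives Snapin passed in 3 settings (limma-voom and libraries 1 to 4 with and without the block, adjusted p 0.00721 to 0.625 over the 30), Tmem165 in 2 (thinned cells and libraries 1 to 4 without the block, 0.0291 to 0.834), and Arf1 in 1 (libraries 1 to 4 without the block, 0.0255 to 0.998). Libraries 1 to 4 include injured 3 and 4, which share their cells, as separate samples. Atp6v0c passed in 6 of them, and the log2 fold change of Arf1 (0.01) changed sign in 10 settings, among them upper-quartile factors (-0.035) and library totals (-0.038).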

## SUPPLEMENTAL REFERENCES

1. Hass DT, Barnstable CJ. Mitochondrial Uncoupling Protein 2 Knock-out Promotes Mitophagy to Decrease Retinal Ganglion Cell Death in a Mouse Model of Glaucoma. *J Neurosci*. May 01 2019;39(18):3582-3596. doi:10.1523/JNEUROSCI.2702-18.2019
2. de Lima S, Koriyama Y, Kurimoto T, Oliveira JT, Yin Y, Li Y, Gilbert H, Fagiolini N, Martinez AMB, and Benowitz L. Full-length axon regeneration in the adult mouse optic nerve and partial recovery of simple visual behaviors. *Proc Natl Acad Sci U S A*. Jun 2012;109(23):9149-54. doi:10.1073/pnas.1119449109
3. Rheaume BA, Xing J, Lukomska A, Theune WC, Damania A, Sjogren G, and Trakhtenberg EF. Pten inhibition dedifferentiates long-distance axon-regenerating intrinsically photosensitive retinal ganglion cells and upregulates mitochondria-associated Dynlt1a and Lars2. *Development*. Apr 15 2023;150(8)doi:10.1242/dev.201644
4. Xing J, Theune WC, Lukomska A, Frost MP, Damania A, and Trakhtenberg EF. Experimental upregulation of developmentally downregulated ribosomal protein large subunits 7 and 7A promotes axon regeneration after injury in vivo. *Exp Neurol*. Aug 24 2023;114510. doi:10.1016/j.expneurol.2023.114510
5. Lukomska A, Frost MP, Theune WC, Xing J, Gupta M, and Trakhtenberg EF. Nfe2l3 promotes neuroprotection and long-distance axon regeneration after injury in vivo. *Exp Neurol*. Feb 21 2024;114741. doi:10.1016/j.expneurol.2024.114741
6. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM 3rd, Hao Y, Stoeckius N, Smibert P, and Satija R. Comprehensive Integration of Single-Cell Data. *Cell*. 06 2019;177(7):1888-1902.e21. doi:10.1016/j.cell.2019.05.031
7. Hao Y, Hao S, Andersen-Nissen E, Mauck WM 3rd, Zheng S, Butler A, Lee MJ, Wilk AJ, Darby C, Zager M, et al. Integrated analysis of multimodal single-cell data. *Cell*. 06 24 2021;184(13):3573-3587.e29. doi:10.1016/j.cell.2021.04.048
8. Mi H, Muruganujan A, Casagrande JT, Thomas PD. Large-scale gene function analysis with the PANTHER classification system. *Nat Protoc*. Aug 2013;8(8):1551-66. doi:10.1038/nprot.2013.092
9. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, Feng T, Zhou L, Tang W, Zhan L, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)*. Aug 28 2021;2(3):100141. doi:10.1016/j.xinn.2021.100141
10. Theune WC, Frost MP, Trakhtenberg EF. Transcriptomic profiling of retinal cells reveals a subpopulation of microglia/macrophages expressing Rbpms marker of retinal ganglion cells (RGCs) that confound identification of RGCs. *Brain Res*. Jul 15 2023;1811:148377. doi:10.1016/j.brainres.2023.148377
11. Trakhtenberg EF. Single-cell transcriptomics-enabled advances in experimental optic nerve axon regeneration research. In: Bhattacharya SK, ed. *Proteomics, Multi-Omics and Systems Biology in Optic Nerve Regeneration*. Academic Press; 2025:207-223:chap 14.
12. Rheaume BA, Jereen A, Bolisetty M, Sajid MS, Yang Y, Renna K, Sun L, Robson P, and Trakhtenberg EF. Single cell transcriptome profiling of retinal ganglion cells identifies cellular subtypes. *Nat Commun*. Jul 2018;9(1):2759. doi:10.1038/s41467-018-05134-3

# Supplementary material for: Vacuolar ATPase subunit Atp6v0c transgene promotes neuroprotection and long-distance axon regeneration in injured retinal ganglion neurons
**Source:** Mol Ther Nucleic Acids. 2026 Apr 1;37(2):102922. doi: 10.1016/j.omtn.2026.102922
**Supplement:** Document S2. Article plus supplemental information

# Vacuolar ATPase subunit Atp6v0c transgene promotes neuroprotection and long-distance axon regeneration in injured retinal ganglion neurons

Anja Kearney,<sup>1,2</sup> Agnieszka Lukomska,<sup>1,2</sup> Jacob Brady,<sup>1</sup> Ashiti Damania,<sup>1</sup> Mahit Gupta,<sup>1</sup> and Ephraim F. Trakhtenberg<sup>1</sup>

**Central nervous system (CNS) projection neurons' failure to repair or regenerate injured axons has devastating consequences for those who have sustained CNS injuries. Thus, there is a need for translatable factors capable of promoting long-distance axon regeneration in the CNS. We hypothesized that supporting lysosomes in injured neurons by supplementing their structural factors through gene therapy may foster axon regeneration. To test our hypothesis, we selected Atp6v0c for experimental regulation because it plays roles in lysosomal acidification and the degradation of misfolded proteins in response to endoplasmic reticulum (ER) stress in injured neurons. We tested this in a rodent optic nerve crush (ONC) model of traumatic optic neuropathy (TON), in which injured prototypical CNS projection neurons, the retinal ganglion cells (RGCs), do not regenerate damaged axons and eventually degenerate. Atp6v0c transgene expression was achieved using intravitreally injected adeno-associated virus serotype 2 (AAV2), which transduces the RGCs. For benchmarking, we compared efficacy to AAV2 targeting of prominent regulators of axon regeneration, Pten, and Klf9. We found that Atp6v0c transgene promoted RGC survival and long-distance axon regeneration, comparable to targeting Pten and Klf9. Thus, Atp6v0c is an axon regeneration-promoting factor with potential for treating CNS injury and disease.**

## INTRODUCTION

Central nervous system (CNS) projection neurons' failure to repair and regenerate injured axons has devastating consequences for those who have sustained spinal cord injury, stroke, brain trauma, or optic neuropathy. Axonal self-repair and regeneration failure in the CNS affects mammals, but not necessarily lower vertebrates, and therefore rodent CNS injury models have been developed to tackle this problem. Like other CNS projection neurons, the retinal ganglion cells (RGCs) do not spontaneously regenerate injured optic nerve axons in an established rodent optic nerve crush (ONC) model of traumatic optic neuropathy (TON).<sup>1</sup> Oxidative/ endoplasmic reticulum (ER) stress, implicated in neuronal response to injury, is among the earliest pathological events in RGCs after ONC.<sup>2</sup> Several antioxidant factors are neuroprotective for neuronal survival, but with a few exceptions, they do not generally promote substantial optic nerve axon

regeneration *in vivo*. ER stress activates the unfolded protein response, which can be neuroprotective in traumatic/ischemic brain injuries and neurodegenerative conditions.<sup>3</sup> ER stress also activates lysosomal degradation of misfolded proteins,<sup>4</sup> and targeting ER-stress-induced lysosomal overload is neuroprotective.<sup>5</sup> Furthermore, reducing transport of degradative lysosomes into axons leads to degeneration,<sup>6–8</sup> while augmenting lysosomal degradation fosters axonal self-repair.<sup>9,10</sup> Thus, we hypothesized that supporting lysosomes in injured neurons by supplementing their structural factors through RGC-targeted gene therapy may foster long-distance axon regeneration after ONC *in vivo*. This would imply that a structural factor, established to be critical for lysosomal function, which is dysregulated by axonal injury, might be a viable neurotherapeutic target.

In order to test this implication, we selected Atp6v0c for experimental targeting because (a) it plays roles in lysosomal acidification and degradation of misfolded proteins in response to ER stress<sup>11</sup> and (b) we found it linked to dysregulation of the lysosome-associated gene network in the injured RGCs (Figure S1A). Atp6v0c is a critical subunit of the vacuolar ATPase (V-ATPase) complex, which is an ATP-driven proton pump that acidifies various vacuolar/vesicular intracellular organelles<sup>12,13</sup> and mediates autophagosome/lysosome-mediated degradation of pathogenic proteins in neurodegenerative diseases.<sup>14</sup> V-ATPase consists of two multi-subunit domains, with the V1 ATPase domain powering the Vo proton-pump domain. The Vo complex itself is comprised of the c-ring core, through which protons are transferred for acidification of the lumen, and supporting subunits (*a*, *d*, *e*, RNaseK, Atp6ap1, Atp6ap2), which interact with the c-core. The c-ring subunits are encoded by two genes, with Atp6v0b contributing 1 *c*" subunit and Atp6v0c contributing 9 identical *c* subunits, with all 10 vertically aligning next to each other in a closed circle, forming a c-ring<sup>15</sup> (see below). Association of

Received 21 September 2025; accepted 27 March 2026;  
<https://doi.org/10.1016/j.omtn.2026.102922>.

<sup>2</sup>These authors contributed equally

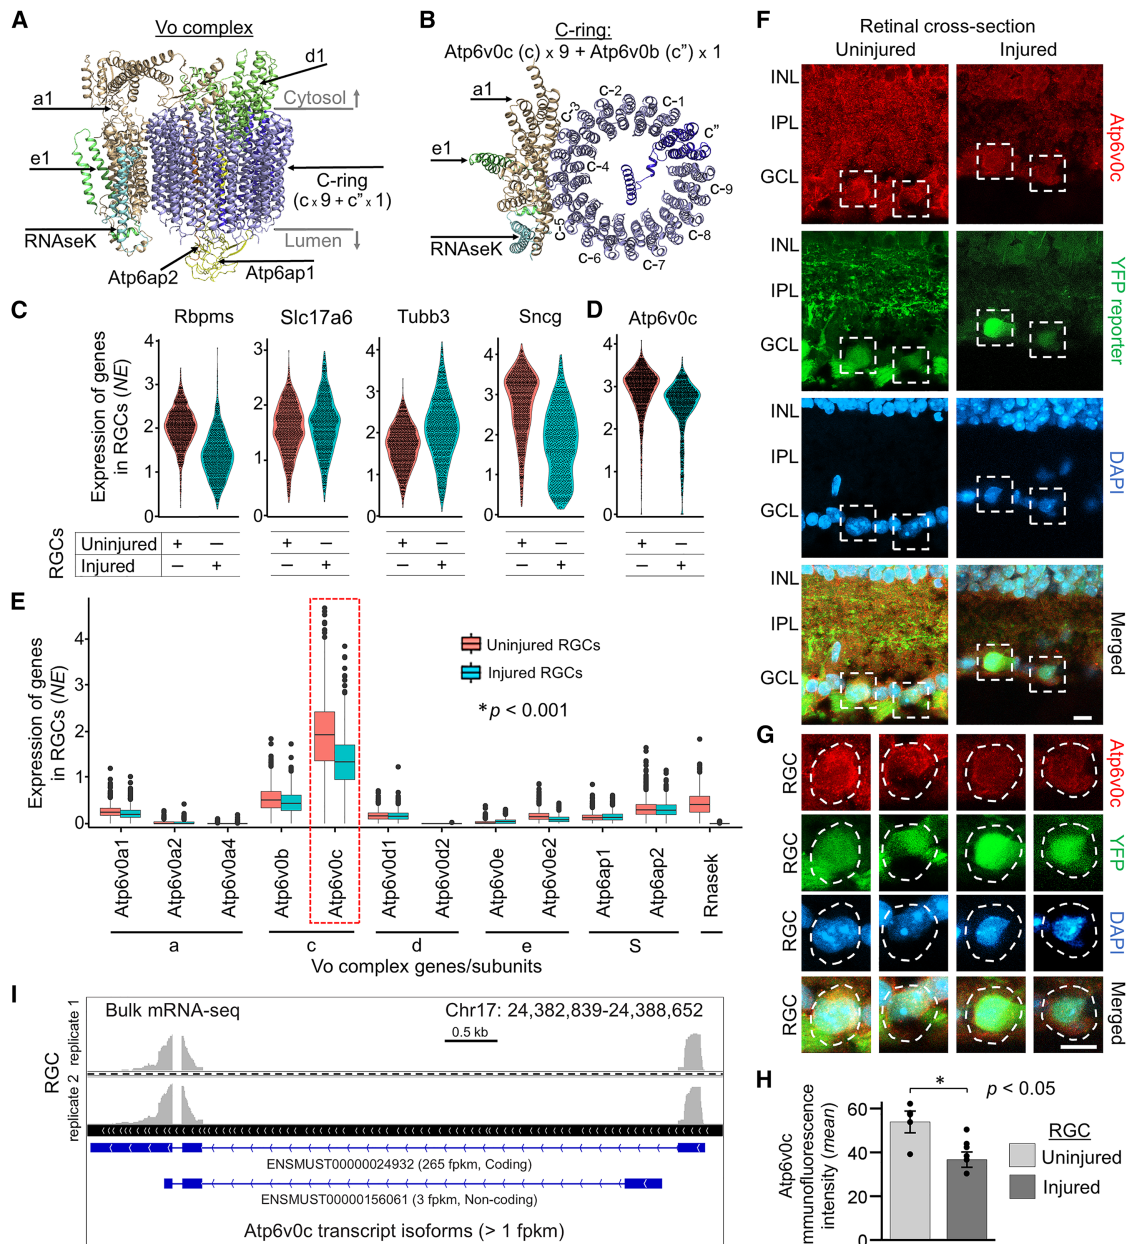

**Figure 1. Expression of the V-ATPase Atp6v0c subunit gene is downregulated in RGCs after optic nerve injury**

(A and B) Schematic of the V-ATPase Vo transmembrane domain, lateral (A) and horizontal (B) views shown; redrawn from Wang et al. (2020).<sup>15</sup> Vo complex subunits are indicated, as marked. The c-ring, through which proton is transferred, consists of 9 × c subunits, encoded by the Atp6v0c gene, and 1 × c' subunit, encoded by the Atp6v0c gene, as marked (B). (C) Gene expression violin plots of pan-RGC marker genes in scRNA-seq-profiled cells, as marked, show that these markers are robustly expressed in both uninjured and injured conditions, confirming RGC cell-type identity. (D) Gene expression violin plot of Atp6v0c in scRNA-seq-profiled RGCs shows that Atp6v0c is downregulated in injured compared to uninjured RGCs. (E) Boxplots showing V-ATPase Vo complex subunit genes expression in scRNA-seq-profiled RGCs before and 2 weeks after ONC injury, as marked. Median ± interquartile range error bars of normalized expression (NE) values (not logged) are shown. Statistical significance of differential gene expression was determined by ANOVA (overall  $F = 5317$ ,  $p < 0.001$ , with  $p$  values of pairwise comparisons determined by post hoc least significant difference [LSD]). Pairwise differences were significant between uninjured and injured conditions for Atp6v0c ( $p < 0.001$ ), Rnasek ( $p < 0.001$ ), Atp6v0e ( $p < 0.01$ ), and some other genes (not specified due to a small fold change and overall low expression levels);  $n$  represents individual scRNA-seq-profiled RGCs ( $n = 1683$  in uninjured and  $n = 1375$  in the injured condition; see [materials and methods](#)). (F–H) Confocal microscopy with a 63× objective was used to determine co-localization of Atp6v0c immunofluorescence signal and RGC reporter yellow fluorescent protein (YFP) in the same cells. Representative images of the immunostained retinal cross-sections (F), along with higher magnification insets (RGCs outlined with dashed lines; G), show reductions in both Atp6v0c granules and diffuse immunofluorescence signal in ONC-injured, compared to uninjured, RGCs (in the Thy1-YFP mouse strain, YFP labels the retinal ganglion cell layer; GCL<sup>23</sup>). Apparent reduction of Atp6v0c signal in the inner plexiform layer (IPL) is consistent

(legend continued on next page)

various disorders with deficiencies in Atp6v0c is consistent with this subunit's major contribution to the critical c-ring. For example, Atp6v0c loss-of-function mutations are embryonically lethal,<sup>16</sup> while abnormalities in Atp6v0c function are associated with neurodegenerative diseases and lead to dysregulation of autophagy and the lysosomal degradation pathway,<sup>17</sup> including in Parkinson's<sup>18</sup> and Alzheimer's<sup>19,20</sup> diseases. Atp6v0c is also involved in the maintenance of synaptic vesicles,<sup>21</sup> and its dysregulation results in seizures.<sup>22</sup> However, it is unknown whether experimental upregulation of Atp6v0c in injured CNS neurons could promote regeneration of damaged axons.

## RESULTS

How the deposited data were processed for this re-analysis (not part of the article)

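scRNA-seq of RGCs was analysed in 6 libraries from uninjured retinas and 4 libraries from retinas 2 weeks after ONC. The authors aligned the reads to mm39 with CellRanger, selected RGCs, and deposited raw UMI counts per gene and cell, without normalization. Total UMIs per library were 2839693 to 23180399 in uninjured and 4698799 to 8860536 in injured RGCs, and the median number of genes per cell in a library was 5712 to 7127 and 4043 to 4604. Gene positions were taken from the GENCODE annotation of mm39. Other experiments of the paper (bulk RNA-seq, imaging and RGCs treated with AAV2-Atp6v0c) were not analysed here.

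Cells were kept with at least 500 genes, at most 20% mitochondrial UMIs and at most 150000 UMIs, the limits the paper states, and every deposited cell met them. Doublets were not called again, because the authors' limit on UMIs per cell had been applied before deposit, and a setting that left out cells with at least 3 markers of another retinal class was run in its place. UMI counts were summed over the cells of each library with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Injured 3 and 4 shared 421 barcodes and were averaged, with rounding, to 1 sample, which gave 6 uninjured and 3 injured samples. This step departs from the first plan of 10 samples, and it was decided from the barcodes before any test, when the level of Atp6v0c in each library had already been seen.

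Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr with its defaults, TMM factors, robust dispersion, robust quasi-likelihood fit), with condition as the only term and Benjamini-Hochberg adjustment at 0.05, without a minimum fold change. Standard errors were obtained from the log2 fold change and the F statistic. Gene lists were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation, in limma 3.58.1. The 5 lists were V1 subunit genes, Vo subunit genes, lysosomal enzymes and membrane proteins, axon injury response genes, and immediate early and dissociation stress genes. Log2 CPM of single genes and mean NE (scale 10000) were compared with an exact two-sided permutation test over samples, and relative counts (scale 1000) were given as medians without a test. No test was run over cells. Floors for a count of 0 were set at 3 counts and intervals at 95%, and both cover counting error alone.

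The test was checked on simulated data with 6 samples against 3, in which 200 of 14234 genes were changed. After the filter 13874 genes were tested, 196 of the changed genes among them. The simulated samples were independent and few genes were changed. In the data 6237 genes passed the threshold, and the correlation within pairs of similar libraries was 0.733 (limma-voom). The rates below may therefore not hold for the main test. edgeR recovered 142 of the 196 (72.4%) with 5 false calls (3.40% of its calls), DESeq2 recovered 155 with 36 false calls (18.8%), and limma-voom recovered 139 with 14 false calls (9.15%).

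Genes were named by a rule set before the data were examined: every gene the paper names for this experiment, the 13 genes of the oval in Figure S1A, sex-linked genes, and the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with an average log2 CPM of at least 5 and no overlap between conditions. The alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile factors, library totals alone, limma-voom with sample quality weights, no filter on low counts, at least 10 counts in every library, all deposited cells, at most 10% mitochondrial UMIs, cells with all 4 pan-RGC markers, cells without markers of another class, cells thinned to 8610 UMIs, mitochondrial genes left out, libraries 1 to 4 with and without their number as a block (with injured 3 and 4 as separate samples), and each library left out in turn. Of these, all deposited cells and cells with all 4 markers kept every cell and so tested nothing, and they are not among the 30 settings counted for a gene. The first plan, all 10 libraries as separate samples, was run as an alternative once it had been replaced. Alternatives added after the data were seen were pairs of similar libraries as a random block (limma-voom), similar libraries summed, male cells alone, droplets with at least 1% ribosomal protein UMIs, cells with 3 to 5% of UMIs from Malat1, injured 1 and 2 alone with cells without mCherry, and injured 3 and 4 left out.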

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

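The tests of Y-linked genes, of Xist in the other injured libraries and of free mCherry RNA, and the settings with male cells alone, with a random block and with cells without mCherry, were chosen only after the results were seen.

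Among 46 groups of samples tested with Dixon's ratio, 2 held a sample far from the others, where chance at 1 in 20 would give 2.3. For Tmem165, uninjured 2 was the lowest uninjured sample (ratio 0.636). For Sprr1a, 1 uninjured sample was far above the others (ratio 0.724), with 2 UMIs in all uninjured samples together, so its level was near the detection limit. No biological explanation was tested for these samples.

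The genes with the largest rise after injury, which the paper does not report on, had a signal far above the uninjured samples. Mean levels in injured samples were 811 CPM for Sprr1a, 843 CPM for Ecel1, 799.6 CPM for Atf3 and 254 CPM for Hrk. Over all samples of a condition, Sprr1a had 2 UMIs in uninjured and 13999 in injured RGCs, a ratio of 20182 with a counting interval of 5586 to 166669. The ratio was 2317 for Ecel1, 523 for Atf3 and 312 for Hrk. Uninjured 4 held 61 of the 77 uninjured UMIs of Atf3 and 12 of the 18 of Ecel1, so these ratios depend on that library. With each library left out in turn, the log2 fold change was 9.20 to 10.5 for Atf3 and 10.9 to 11.9 for Ecel1. The largest falls were in Chrna6, Irx4, Necab2, Ppp1r17 and Sptssb, with ratios from 0.00869 to 0.0223. Of these 10 genes, mCherry included, 10 kept their call and direction among male cells alone, which argues against female cells as the whole cause. All 10 also kept them with pairs of similar libraries as a random block. Captures lie within conditions, and the viral reporter mCherry passed as well, so the block cannot tell captures from injury. With injured 1 and 2 alone and cells without mCherry, 9 genes kept both. mCherry is absent there by construction, and this result argues against transduced cells. The list of immediate early and dissociation stress genes was not past the threshold (lower adjusted p of camera and fry 0.247), but its genes went both ways, so this decides nothing and dissociation stress stays open. A response of RGCs to the crush stays open as well. Differences between the conditions that neither the paper nor the sample labels give stay untested.

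UMIs of mCherry, a viral reporter, were found in 86.0% of the cells of injured 3 and 84.3% of injured 4, and in 7.99% and 15.0% of the cells of injured 1 and 2. No uninjured cell held one, which allows shares of up to 0.461% to 3.06% in single libraries. The level of mCherry over all injured samples was at least 17345-fold higher, with a floor of 3 counts over the uninjured group. This bound rests mostly on injured 3/4, with 2140 CPM of mCherry against 82.8 CPM in injured 1 and 363 CPM in injured 2. The paper's text and supplement do not name a vector for these injured libraries, and they name an mCherry vector as the control in other experiments. If free RNA or barcode mixing had spread the mCherry UMIs of injured 1 over its cells by depth, 233 cells would hold one, and 27 did (11.6%), and in injured 2 the share was 15.3%, which argues against it for these 2 libraries. Injured 3 and 4 hold mCherry in most cells, so the same test decides nothing there. Most cells without mCherry in injured 3 and 4 (81.1% and 70.3%) held under 1% ribosomal protein UMIs. The shares with mCherry in injured 3 and 4 lie above the transduction efficiency the paper gives from imaging, and those in injured 1 and 2 below it. Whether cells of these libraries were sorted for the reporter is not stated. Transduction of most RGCs in injured 3 and 4, and of fewer in injured 1 and 2, is a candidate explanation. The uninjured and injured conditions then differ by the vector as well as the crush.

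Xist was present at 692 CPM in injured 2 and 685 CPM in injured 1, and in 67.4% and 62.1% of their cells, against at most 0.569% of the cells of every other library. Of the 394 cells of injured 1 and 2 with Xist, 29 (7.36%) held a UMI of a Y-linked gene, against 206 of the 217 cells without Xist (94.9%), so Xist and Y-linked genes marked different cells. This pattern is consistent with female and male animals in these pools. The higher Xist level of injured 3 and 4 was 0.339 CPM, which argues against Xist being switched on by injury in male cells. Sex and injury are therefore not balanced between the conditions, and male cells alone were tested as an alternative.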

How the results depend on the processing

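The settings with similar libraries as a random block or summed, male cells alone, at least 1% ribosomal protein UMIs, 3 to 5% of UMIs from Malat1, cells without mCherry, and injured 3 and 4 left out were chosen only after the results were seen. For the main results, 310 values under an alternative kept their direction and side of the threshold, 21 passed the threshold newly, 6 no longer passed it, 9 moved and 1 reversed, not counting the settings that kept every cell. For the other genes named, 1022 kept both, 10 passed newly, 33 no longer passed, 3 moved and 25 reversed. The cause was not tested for any change below, except that fewer cells, genes or samples enter some settings by construction.

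The number of genes past the threshold (6237) was 4191 to 8259 under every alternative except cells with 3 to 5% of UMIs from Malat1 (3517, of 10738 genes tested), which kept 2946 of the same genes. With each library left out it was 4947 to 6404. The number of Vo genes past the threshold (3) was 5 with DESeq2, 6 with library totals alone, 1 with at least 10 counts in every library, 7 with libraries 1 to 4 and no block, 6 with all 10 libraries separate, 1 with pairs of similar libraries as a random block and 1 with 3 to 5% Malat1 UMIs. Of the 13 genes of Figure S1A, 5 were past the threshold with similar libraries summed, against 9.

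Atp6v0c was lower after injury under all 30 settings, and its call depended on the setting. It passed the threshold with DESeq2 (-0.52), library totals alone (-0.59), cells thinned to 8610 UMIs (-0.63), libraries 1 to 4 with the replicate block (-0.30) and without it (-0.30), and all 10 libraries as separate samples (-0.54), the unit first planned. The last 3 of these count injured 3 and 4, which share their cells, as separate samples. The numbers do not pair the libraries, since correlations of deviations at each number were -0.0592 to 0.0119, so no shared variation was found for the block to remove. It did not pass with any library left out.

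Atp6v0e2 was lower under all 30 settings, and passed the threshold with DESeq2 (-0.74), upper-quartile factors (-0.79), library totals alone (-0.80), limma-voom (-0.37), no filter on low counts (-0.74), without cells with markers of another class (-0.78), thinned cells (-0.98), libraries 1 to 4 with the block (-0.38) and without it (-0.38), all 10 libraries separate (-0.79) and at least 1% ribosomal protein UMIs (-0.74). With each library left out it was -0.82 to -0.57, and it passed without uninjured 1, 3 or 4 or injured 3 (adjusted p 0.0477, 0.0301, 0.0395 and 0.0495 with edgeR, 0.00302 to 0.184 over all settings).

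The difference in mean NE of Atp6v0c (-0.42) was -0.27 with 3 to 5% Malat1 UMIs, -0.34 with injured 3 and 4 left out, -0.35 with cells without mCherry in injured 1 and 2, and -0.32 with libraries 1 to 4 and the replicate block, and the last 3 designs cannot give an exact p under 0.05. With each library left out it was -0.49 to -0.36.

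Signs that reversed belonged to log2 fold changes between -0.21 and 0.02. With 3 to 5% Malat1 UMIs these were Rnasek (0.17), Atp6v0a2 (0.031), Atp6v0b (0.071) and Atp6v0d1 (0.012). With limma-voom they were Atp6v0b (0.049) and Atp6v0d1 (0.093), with libraries 1 to 4 and the replicate block Atp6v0b (0.0886) and Atp6ap2 (0.11), and without the block Atp6v0b (0.0891), Atp6v0d1 (0.0069) and Atp6ap2 (0.11). Atp6ap1 was -0.027 with upper-quartile factors, -0.042 with library totals alone, -0.036 with thinned cells, and -0.0079 to 0.10 with each library left out. Arf1 was -0.035 with upper-quartile factors, -0.038 with library totals alone, -0.010 with at least 10 counts in every library, -0.067 with thinned cells, -0.20 with cells without mCherry, -0.18 with injured 3 and 4 left out, and -0.054 to 0.15 with each library left out. Depth limits Atp6v0d2, which had too few UMIs to be tested except without a filter on low counts, and Tcirg1 and Atp6v0a4, with at most 158 UMIs over a condition.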

Differences from the paper's values

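The setting with droplets of at least 1% ribosomal protein UMIs was chosen only after the results were seen, whereas all 10 libraries as separate samples was the plan set before the data were examined, replaced before any test and then run as an alternative. The paper's median relative count of Rnasek in injured RGCs was about 0 in Fig. 1E, read by eye, and the value here was 0.306. None of the alternatives set before the data were examined brought it within the paper's value (0.304 to 0.348). The cells differ as well: the paper's number of injured RGCs is 1375, and the counts analysed here held 1609 injured cells, or 1188 with the shared barcodes of injured 3 and 4 counted once.

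The paper reports less Atp6v0c protein in injured RGCs by immunostaining, which was not analysed here. It also states that Atp6v0c RNA is significantly lower, tested over single cells. Over samples its log2 fold change was -0.53 with an adjusted p = 0.0779 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 injured samples than in every uninjured sample. It was called with DESeq2, library totals alone, thinned cells and libraries 1 to 4 with and without the block, and with all 10 libraries as separate samples, all set before the data were examined. The settings with libraries 1 to 4 and with 10 libraries count injured 3 and 4 as separate samples. The adjusted p over all settings was 0.0281 to 0.435.

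The paper states that Rnasek is significantly lower. Its log2 fold change here was -0.21 with an adjusted p = 0.399 (edgeR), and no setting called it (0.195 to 0.936). The paper describes Atp6v0e2 as lower, and its adjusted p here was 0.0516 (edgeR, log2 fold change -0.75), with 15 of 30 settings past the threshold, among them DESeq2, upper-quartile factors, library totals alone, limma-voom, no filter on low counts, cells without markers of another class, thinned cells and libraries 1 to 4 with and without the block, and each of uninjured 1, 3, 4 and injured 3 left out, all 10 libraries as separate samples, and, run after the values had been seen, droplets with at least 1% ribosomal protein UMIs.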

Other observations

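The tests of a nuclear share of RNA, of the barcodes shared by injured 3 and 4, of Atp6v0c in transduced cells and of Atp6v0c in droplets poor in cytoplasmic RNA, and the settings with male cells alone, at least 1% ribosomal protein UMIs, 3 to 5% of UMIs from Malat1, cells without mCherry, similar libraries summed, and a random block, were chosen only after the results were seen.

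Of the 84 splits of the 9 samples into 6 and 3, 1 gave as many genes past the threshold as the real split (6237), which was the real split itself. The next split, with uninjured 5, uninjured 6 and injured 3/4 as the group of 3, gave 6 genes. These splits take the 9 samples as independent, and the 5 units left when similar libraries are summed have 10 splits, too few for a share under 0.05.

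The same barcodes in injured 3 and 4 marked the same cells. Of the 421 shared barcodes, 419 (99.5%) had their own barcode as the best match in the other library, and every other pair of libraries shared at most 1 barcode, which argues against chance reuse. These values are consistent with 1 capture sequenced in a pair of runs.

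Several explanations for the lower Atp6v0c in injured samples were tested. The log2 fold change was -0.55 among male cells alone (2.44 standard errors from 0), -0.63 among thinned cells (2.75), -0.53 without cells with markers of another class (2.37) and -0.53 among droplets with at least 1% ribosomal protein UMIs (2.53), which argues against sex, depth, other cell classes and droplets poor in cytoplasmic RNA as the whole cause. Among injured 1 and 2 without mCherry cells it was -0.50 (1.86 standard errors), so the part of transduced cells stays open. With pairs of similar libraries as a random block the adjusted p was 0.0952 (limma-voom, 0.0281 to 0.435 over all settings), and captures lie within conditions, so captures and injury cannot be told apart for this gene. Malat1 took 31910 ± 12613 CPM (SD, n = 6) in uninjured and 73056 ± 8377 CPM (SD, n = 3) in injured samples, and a larger nuclear share of RNA in injured droplets could lower cytoplasmic transcripts, but 5 other nuclear transcripts had a median log2 fold change of 0.13 and went both ways, which decides nothing. A setting chosen after the results were seen kept cells with 3 to 5% of UMIs from Malat1. There the log2 fold change of Atp6v0c was -0.23 (adjusted p = 0.435 with edgeR). The conditions then overlapped, with 1724 CPM in injured 2 and 1425 CPM in uninjured 3. This setting kept 7 of 267 cells in uninjured 5 and 8 of 201 in uninjured 6, the libraries with the most Atp6v0c. Median Malat1 shares were 1.72% and 1.83% in these libraries and at least 6.37% in injured libraries. The cells kept were therefore not typical of either. The smaller decrease does not decide for or against a larger nuclear share, which stays open. A response to the crush stays open as well.

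In injured 3 and 4, Atp6v0c was at 459 and 525 CPM in cells without mCherry and at 1433 and 1431 CPM in cells with it. Among droplets with at least 1% ribosomal protein UMIs, at most 19.0% of this log2 difference was kept, so droplets poor in cytoplasmic RNA may account for most of it. The largest log2 difference of cells with over cells without mCherry in injured 1 and 2 was 0.037, which argues against a rise of Atp6v0c in transduced cells.

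Of the lists, axon injury response genes were higher after injury (camera adjusted p = 8.60e-46, median log2 fold change 3.51, 26 of the 28 tested genes higher and past the threshold and 2 lower), and this call held under fry (1.55e-07) and an estimated correlation (0.00264). Immediate early and dissociation stress genes (0.551), lysosomal enzymes and membrane proteins (0.551), V1 subunit genes (0.551) and Vo subunit genes (0.628) were not past the threshold under camera, nor under fry or an estimated correlation. Apart from Tcirg1, which was added here, the Vo list comes from the study's own use of these libraries. Atf3 and Socs3 are in both the stress and the axon injury lists. Past the threshold in edgeR's test were 12 of 22 stress genes, 17 of 51 lysosomal genes and 6 of 9 V1 genes.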
